# Brain gene expression differences related to ethanol preference in the collaborative cross founder strains

**DOI:** 10.3389/fnbeh.2022.992727

**Published:** 2022-09-23

**Authors:** Justin Q. Anderson, Priscila Darakjian, Robert Hitzemann, Denesa R. Lockwood, Tamara J. Phillips, Angela R. Ozburn

**Keywords:** central amygdala (CeA), prelimbic cortex (PrL), nucleus accumbens (NAc), genetically unique mouse strains, transcriptomics, ethanol, collaborative cross (CC)

## Abstract

The collaborative cross (CC) founder strains include five classical inbred laboratory strains [129S1/SvlmJ (S129), A/J (AJ), C57BL/6J (B6), NOD/ShiLtJ (NOD), and NZO/HILtJ (NZO)] and three wild-derived strains [CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB)]. These strains encompass 89% of the genetic diversity available in *Mus musculus* and ∼10–20 times more genetic diversity than found in *Homo sapiens*. For more than 60 years the B6 strain has been widely used as a genetic model for high ethanol preference and consumption. However, another of the CC founder strains, PWK, has been identified as a high ethanol preference/high consumption strain. The current study determined how the transcriptomes of the B6 and PWK strains differed from the 6 low preference CC strains across 3 nodes of the brain addiction circuit. RNA-Seq data were collected from the central nucleus of the amygdala (CeA), the nucleus accumbens core (NAcc) and the prelimbic cortex (PrL). Differential expression (DE) analysis was performed in each of these brain regions for all 28 possible pairwise comparisons of the CC founder strains. Unique genes for each strain were identified by selecting for genes that differed significantly [false discovery rate (FDR) < 0.05] from all other strains in the same direction. B6 was identified as the most distinct classical inbred laboratory strain, having the highest number of total differently expressed genes (DEGs) and DEGs with high log fold change, and unique genes compared to other CC strains. Less than 50 unique DEGs were identified in common between B6 and PWK within all three brain regions, indicating the strains potentially represent two distinct genetic signatures for risk for high ethanol-preference. 338 DEGs were found to be *commonly different* between B6, PWK and the average expression of the remaining CC strains within all three regions. The *commonly different* up-expressed genes were significantly enriched (FDR < 0.001) among genes associated with neuroimmune function. These data compliment findings showing that neuroimmune signaling is key to understanding alcohol use disorder (AUD) and support use of these 8 strains and the highly heterogeneous mouse populations derived from them to identify alcohol-related brain mechanisms and treatment targets.

## Introduction

The Collaborative Cross (CC; Collaborative Cross Consortium, 2012) was originally envisaged as a very large panel of mouse recombinant inbred (RI) strains (>1,000 strains) that would make possible the fine mapping of genes relevant to human disorders. The eight founder strains were chosen through a community effort (Churchill et al., 2004) and included five classical inbred laboratory strains [129S1/SvlmJ (S129), A/J (AJ), C57BL/6J (B6), NOD/ShiLtJ (NOD), and NZO/HILtJ (NZO)] and three wild-derived strains [CAST/EiJ (CAST), PWK/PhJ (PWK), and WSB/EiJ (WSB)]. The strains were chosen “to minimize unpredictable genomic interactions between strains while optimizing the genomic contributions of all strains” (Zheng et al., 2015). This was an attempt through a novel breeding strategy to deal with the frequent observation that mouse models that depend on the use of a single strain (often the B6 strain) or a frequently used two-strain cross [often B6 × DBA/2J (D2)] lack the amount of genetic diversity characteristic of human populations.

For a complex set of reasons, the very large panel of CC RI strains was not developed, although there are ∼ 100 CC strains that have proven useful in a variety of contexts (Schoenrock et al., 2020; Bagley et al., 2021; Hackett et al., 2022; Scoggin et al., 2022; Tryndyak et al., 2022). However, the CC founder strains were interbred to establish an outbred population: the heterogeneous stock-collaborative cross (HS-CC; Iancu et al., 2010). Subsequently, and using early generation CC-RI strains, the Diversity Outbred (DO) population was created (Churchill et al., 2012). The differences between the HS-CC and DO populations in breeding histories and genetic features, including the distortion of allele frequencies on chromosome 2 caused by a novel meiotic drive locus, are discussed in Chesler et al. (2016). The breeding of the HS-CC began in 2005. At generation 3, the first complete cross generation, it was observed in a two-bottle choice voluntary alcohol (ethanol) vs. water drinking procedure, that 20% of the population had an ethanol: water preference > 0.5 (unpublished observation); this preference was 2–3 times greater than that found in another heterogeneous cross, the HS/NPT (Crabbe et al., 2012) that was derived from 8 classical inbred laboratory strains of mice including the AJ and B6 strains, but no others shared in common with the CC progenitor strains (see Hitzemann et al., 1994 for cross details). The high HS-CC preference was still present in 2012, when a selective breeding study for high and low ethanol preference was initiated (see Figure 1 in Colville et al., 2017). Colville et al. (2017) observed that selection targeted a network co-expression module that was significantly enriched in genes associated with receptor signaling activity and included *Chrna7, Grin2a, Htr2a*, and *Oprd1.* Connectivity in the module measured by changes in the hub nodes was significantly reduced in the low preference line. Each of the receptor genes had a demonstrated association with alcohol use disorder (AUD) (see references in Colville et al., 2017).

A significant step forward in understanding these and related data (Colville et al., 2018) was made by Bagley et al. (2021). These authors detailed ethanol preference and consumption in the CC founder strains and a subset of the CC RI strains. They observed that the highest ethanol preference, as well as consumption, particularly in females, was in the PWK strain. Preference and consumption exceeded those in the B6 strain, commonly studied for its high ethanol intake. Bagley et al. (2021) additionally demonstrated that strain differences emerge very early in drinking access and have a heritability above 0.8. Alcohol-induced transcriptional regulation is therefore not likely the only driver of genetic influence on drinking. Presented here is transcriptional data from alcohol naive mice from all 8 founder strains that will serve as a bridge between these behavioral data and the data for the selected lines described above. These data will also enable the investigation of potentially critical gene expression differences that precede alcohol exposure. Importantly for this type of analysis, the neurocircuitry and indeed the neurobiology of excessive ethanol and other addictive drug use appears to be very similar in animal models and humans (Koob and Volkow, 2016).

Here, we focus on three regions of the brain ethanol and drug abuse-related circuitry: the central nucleus of the amygdala (CeA), the nucleus accumbens core (NAcc), and the prelimbic cortex (PrL). Of the three regions, the CeA is perhaps most closely aligned with the regulation of ethanol preference (Dhaher et al., 2008), and has a key role in the all 3 stages of addiction (Koob and Moal, 1997; Koob and Volkow, 2010, 2016; Borrego et al., 2022a,b).

## Materials and methods

### Animals

Three male and female mice from each of the 8 CC founder strains (AJ, 129, B6, CAST, NOD, NZO, PWK, and WSB) were obtained from The Jackson Laboratory (Sacramento, CA) and housed within the Veterans Affairs Portland Health Care System (VAPORHCS) Veterinary Medical Unit, an AAALAC approved facility. Mice were group-housed by strain in polycarbonate or polysulfone cages with wire cage tops and ecofresh bedding, and fed standard rodent chow (Purina 5001, PMI Nutrition International, Brentwood, MO, USA). Food and water were available *ad libitum*. The rooms were maintained at 22 ± 1^°^C on a 12:12 h light:dark cycle (lights on at 0600). Animal use and care were approved by the Institutional Animal Care and Use Committee at the VAPORHSC and were in compliance with NIH and USDA guidelines. Animals were acclimated to the new environment for 2–3 weeks prior to euthanasia.

### Tissue

Adult mice (10–12 week old) were euthanized between 10 a.m. and 2 p.m.; brains were removed and immediately frozen on dry ice. To obtain tissue punches from regions of interest, frozen brains were slightly thawed and dissected by hand (under RNAse-free conditions) using a mouse brain atlas as a reference (as in Colville et al., 2018 for PrL and CeA, and Colville et al., 2017 for NAcc). From the anterior aspect, a 1-mm coronal slice of brain tissue was isolated and a blunted 18 gauge needle was used to punch along the midline to obtain prelimbic cortical samples. Moving in a caudal direction, another 1 mm coronal section was obtained using a razor blade, and a blunted 25 gauge needle was used to punch through the section around the anterior commissure to obtain the NAcc. Continuing toward the posterior aspect of the brain, a third 1 mm coronal section was obtained. From this, a blunted 27 gauge needle was used to punch out the CeA. Punches were ejected into empty, RNase free microcentrifuge tubes and stored at –80^°^C until transferred to the Oregon Health and Science University (OHSU) Gene Profiling Shared Resource for RNA isolation.

### RNA-seq

Stranded libraries formation (polyA+) and sequencing were all performed according to Illumina’s specifications at the OHSU Massively Parallel Sequencing Shared Resource (*n* = 144; where *n* = 3/sex/strain/region). Briefly, libraries were prepared using the TruSeq Stranded mRNA kit (Illumina, San Diego CA, USA) and sequencing was done on Illumina’s NovaSeq 6000. A total of 144 libraries were multiplexed in three batches of 48, with each batch balanced for sex, strain and brain region, yielding approximately 25 million total paired-end reads per sample. Sequence alignment was based on the mm10 version of the mouse genome (Ensembl_Mouse_GRCm39_GCA_000001635.9). FastQC (Andrew, 2010) was used for quality checks on the raw sequence data and revealed one batch with significantly lower read counts. This batch was re-sequenced for quality control, bringing the mean counts up to the numbers found in the other two batches. 

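The deposited count table held 240 libraries. By their tray and run labels, the 48 libraries of tray 1 were sequenced once, and the 48 libraries of each of trays 2 and 3 were sequenced and then sequenced again. The median total count per library in tray 3 was 11522414.5 (range 8726565 to 15076649) in the first run and 24764273.5 (range 19616454 to 33951616) in the second. The median was 26443443.5 in tray 1, and in tray 2 it was 22322773.5 in the first run and 40705204.5 in the second. Across genes, which are not independent replicates, the log2 CPM of both runs of a library had a median Pearson's r of 0.993 in tray 3 and 0.995 in tray 2. The chi-square per gene between both runs had a median of 1.24 in tray 3 and 1.43 in tray 2, whereas libraries of different mice in the same tray gave medians of 13.45 and 20.5. The deposited log2 values were those of tray 1, the first run of tray 2 and the second run of tray 3.

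**Figure D1:**
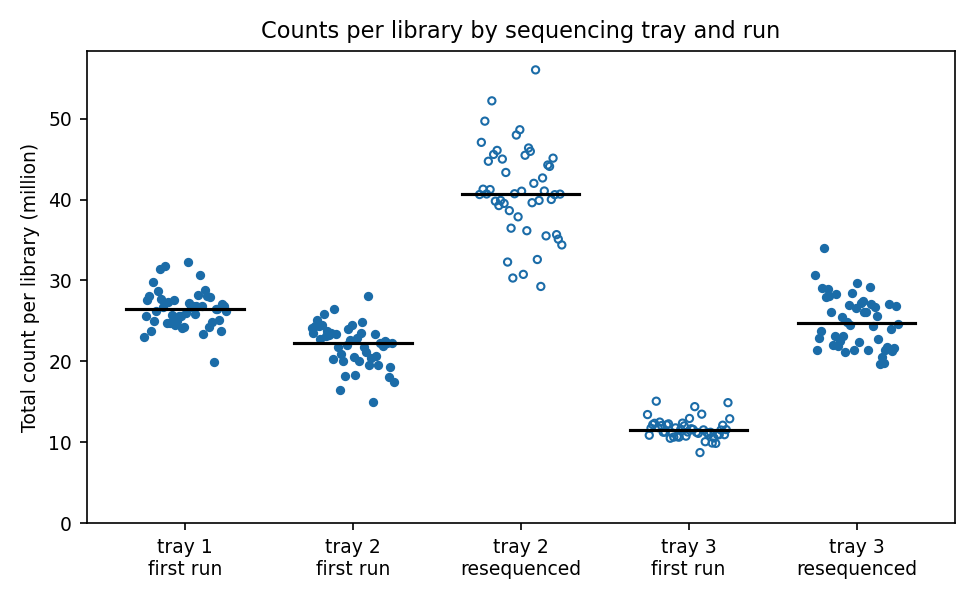
Total count of each of the 240 libraries by sequencing tray and run. Filled circles mark the runs behind the deposited log2 values, open circles the runs not used there, and bars the medians.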

Sequenced data were aligned using the STAR aligner (Dobin et al., 2013), allowing for a maximum of three mismatches per 100 bp read. On average, around 80% of the reads were uniquely aligned. Read counts were also obtained through the STAR aligner. Reads were aligned to the Mus_musculus.GRCm39.105 mouse annotation to generate counts at the gene level. Gene expression data were imported into the R application environment (R Core Team, 2021).

### Analysis

#### Data cleaning

One hundred and forty-four samples (3/sex/strain/region), with counts for 55,320 aligned genes and gene-like features, were analyzed in RStudio using R version 4.1.2. The average coefficient of variation across genes using RNA Seq is relatively small, thus, at *p* < 0.05 and 80% power one can easily detect differences of twice the standard deviation with an N of 6 in each group. 

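The filter on low and high counts was applied anew to the 55414 genes of the deposited count table. Over the 143 libraries with deposited log2 values, 40650 genes had a mean CPM below 1, a further 68 had a count above 50000 in a library, and 14696 genes passed both limits. Over 144 libraries, with the library left out by the authors added, the numbers were 40646, 68 and 14700. The authors deposited log2 values for 14785 genes, of which 14686 passed both limits over 143 libraries and 14690 over 144. Unless another filter is named, the tests of expression were run on those 14785 genes, which held a median of 87.4% of the counts of a library (range 83.7 to 89.8%). Chromosomes were not assigned to genes, because the annotation at hand belonged to an earlier genome build (GRCm38) than the one the authors aligned to (GRCm39).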

Prior to analysis, 40,629 genes were excluded (40,478 for having mean counts-per-million below 1 across samples; 57 for having a count above 50,000 in a single sample; and 94 for being non-chromosomal). Additionally, one sample (an NAcc sample from a female B6 mouse) was excluded as an outlier for having an inter-sample-correlation 5.3 standard deviations from the mean. 

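The excluded library was that of the NAcc of B6 mouse 1, a female, in tray 2. Its log2 CPM had a mean Pearson correlation of 0.903 with the other NAcc libraries, against a mean of 0.939 over the 48 NAcc libraries, which is a z-score of -3.00, and the lowest of the others was 0.912. Over all 144 libraries its z-score was -2.92. The paper does not state on which values and over which samples its correlation was taken, so its 5.3 SD may be another quantity. The library held 16470646 counts. When sequenced again it held 32276610, with a Pearson's r of 0.994 across genes between both runs and a z-score of -2.91 within the NAcc. The mean log2 CPM of 8 striatal neuron genes was 4.25, against 5.71 to 9.30 in the other 47 NAcc libraries, and that of 5 oligodendrocyte genes was 9.56, against 6.35 to 9.09. Of the 129 B6 signature genes, 104 were nearer to the B6 mean than to the mean of the other strains, compared with 121 to 128 in the other 5 B6 NAcc libraries and 3 to 42 in the libraries of other strains.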

The biotypes of the 14,785 genes considered during the analyses are found in Supplementary Table 1, along with their annotations; 13,505 (91.3%) were protein coding. The genes dropped from analyses are found in Supplementary Table 2, ∼20% of these genes are protein coding.

#### Principal component analysis

Principal component analysis was performed through the *prcomp* function of R’s base stats package. 

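The variance before normalization was examined by PCA of log2(count + 1) over the 143 libraries, a form chosen after seeing the data because the paper states none. Each of the first 10 components was assigned to region or strain, whichever accounted for more of its variance (eta squared). Components 1, 3 and 8 fell to region and held 41.3% of the total variance, while components 2, 4, 5, 6, 7, 9 and 10 fell to strain and held 38.7%. The tray was associated with components 3, 5 and 6, which held 18.2%, with a smallest adjusted p of 0.000293 (permutation test, Benjamini-Hochberg adjustment over all components and factors). Weighted by eta squared, the tray accounted for 1.82% of the total variance, region for 30.4% and strain for 35.7%.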

Principal component analysis (PCA) prior to normalization indicated ∼25% of total explained variance was associated with batch, and ∼58% of total explained variance was associated with brain region and ∼6% was associated with strain. 

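Library totals ranged from 14942820 to 33951616 over the 143 libraries, with a median of 24456928. Strain accounted for 1.24% of their variance (p = 0.914, permutation test, adjusted p = 0.914) and sex for 0.0996% (p = 0.632, adjusted p = 0.842). The adjusted values are Benjamini-Hochberg values over 8 tests, those of 4 factors on the totals and on the normalized totals.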

No significant differences in count totals, mean or median were detected between sex or strain. 

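The tray accounted for 30.5% of the variance of the library totals (permutation test, adjusted p = 4e-05, the smallest these permutations can give). Region accounted for 7.11% (p = 0.013, adjusted p = 0.0346), with medians of 24855569 counts in the CeA, 24818199 in the NAcc and 23392346 in the PrL. Within trays, the share of region was 2.94% in tray 1 (p = 0.514), 23.1% in tray 2 (p = 0.00287) and 11.6% in tray 3 (p = 0.0604).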

Significant differences were observed between batch and brain region, consistent with the PCA (see Supplementary Figure 1). Counts were normalized using the “trimmed mean of M-values” method (TMM) prior to differential expression (DE) analysis (Robinson and Oshlack, 2010). 

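After TMM normalization, region accounted for 57.7% of the variance of the normalized total per library (permutation test, adjusted p = 4e-05, the smallest these permutations can give), the tray for 4.72% (p = 0.0345, adjusted p = 0.0689), strain for 1.93% (p = 0.199) and sex for 0.0116% (p = 0.811). The count total cancels out of this normalized total, which is the inverse of the TMM factor up to a constant. The smaller share of the tray therefore does not show that normalization removed a difference in depth. Among the first 10 components of the normalized data, the tray was associated with component 10, which held 2.45% of the variance. The tray accounted for 5.29% of that component (adjusted p = 0.0464, permutation test with Benjamini-Hochberg adjustment). With 144 libraries no component passed the threshold for the tray (smallest adjusted p = 0.0642). From the deposited log2 values, a setting chosen after seeing the data, component 10 passed it (adjusted p = 0.0384, same test).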

Post normalization, batch was no longer associated with the first 10 principal components (PC) and the only significant differences in normalized count totals, mean or median were between brain regions (see Supplementary Figure 2).

#### Differential expression

Differentially expressed genes (DEGs) were determined using the limma + voom version 3.52.2 pipeline in edgeR version 3.38.1 (Robinson et al., 2010; Law et al., 2014; Ritchie et al., 2015; Phipson et al., 2016). TMM normalized counts were fit separately for each brain region using strain, sex and batch. Contrasts among strains were used to determine DEGs for each of the 28 possible pairwise comparisons, and for comparing the high and low preference strains (PWK and B6, independently, vs. AJ, CAST, NOD, NZO, S129, WSB). A false discovery rate (FDR), determined *via* the Benjamini-Hochberg methodology (Benjamini and Hochberg, 1995), below 0.05 was used to determine whether a gene was DE for a given comparison, and an absolute log fold change of 1 or higher was used to designate a gene as being a highly DEG (hDEG) for visualization. Statistics were calculated using the *eBayes* and *topTable* functions for FDR cutoffs and the *treat* and *topTreat* functions for log fold change cutoffs. Multiple comparisons of the number of DEGs across contrasts were determined using the *decideTests* function with the option method = “global” following best practices of the limma user guide. The method = “global” option provides the lowest statistical power of *decideTest* methods by treating a set of contrasts as a single test.

#### Visualization

All figures were produced using R. The authors were particularly inspired by the standards and best practices established in the *ggpubr* and *ggstatsplot* packages (Kassambara, 2020; Patil, 2021). The pairwise, multifactor visualizations presented in Figures 2–4 were directly inspired by the data visualization work from Micah Blake McCurdy of *http://hockeyviz.com.*

**FIGURE 1:**
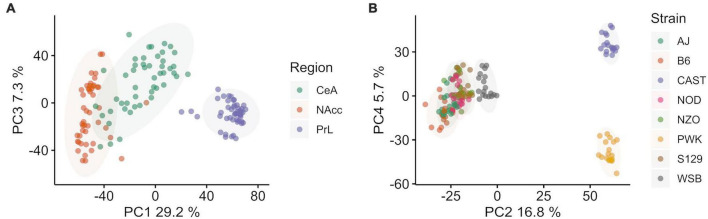
Principal component (PC) analysis of Collaborative Cross founder strains colored by brain region (left, **A**) and strain (right **B**). **(A)** Principal component 1 vs. 3 colored by brain region shows ∼40.1% of total explained variance is associated with brain region. The prelimbic cortex (PrL) is separated from the central nucleus of the amygdala (CeA) and the nucleus accumbens core (NAcc) **(B)** Principal component 2 vs. 4 colored by strain shows ∼37.1% of total explained variance is associated with strain. Wild-derived strains PWK and CAST are isolated in both PC2 and PC4, while WSB and classical inbred laboratory strains are clustered in the middle. Wild-derived strain names are colored purple for clarity. Ellipses represent the 90% confidence interval for each group, assuming a multivariate normal distribution, and are intended as a visual guide.

**FIGURE 2:**
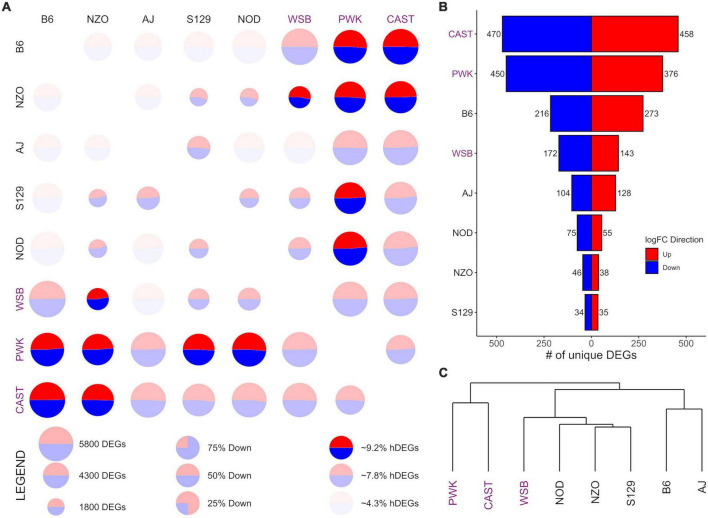
Differential expression (DE) for central nucleus of the amygdala (CeA) samples from the Collaborative Cross founder strains. **(A)** Pairwise DE for founder strains where comparisons are made across a row (e.g., B6 vs. CAST is the upper right circle). For each comparison, the visualization shows: (1) CIRCLE SIZE—corresponding to the total number of differentially expressed genes (DEGs) (FDR < 0.05); (2) CIRCLE COLOR—the ratio of blue (down) to red (up) corresponding to the ratio of down to up DEGs; (3) CIRCLE OPACITY—corresponds to the number of highly DEGs (hDEG; log fold change > 1), where the upper quartile are the brightest, the lower quartile are the dimmest. **(B)** The number of down (blue) and up (red) unique DEGs between a given strain and all others. **(C)** A phylogeny of the founder strains generated *via* hierarchical clustering using Manhattan distance on log fold change. Wild-derived strains PWK, CAST and WSB, denoted by purple text, have the highest number of hDEGS **(A)**, and unique DEGs **(B)**. Among the classical inbred laboratory strains, the B6 demonstrated the highest differentials for hDEGs and unique DEGs. B6 and AJ clustered separately from the remaining classical inbred laboratory strains and WSB, while PWK, and CAST were clustered separately from all other strains **(C)**.

**FIGURE 3:**
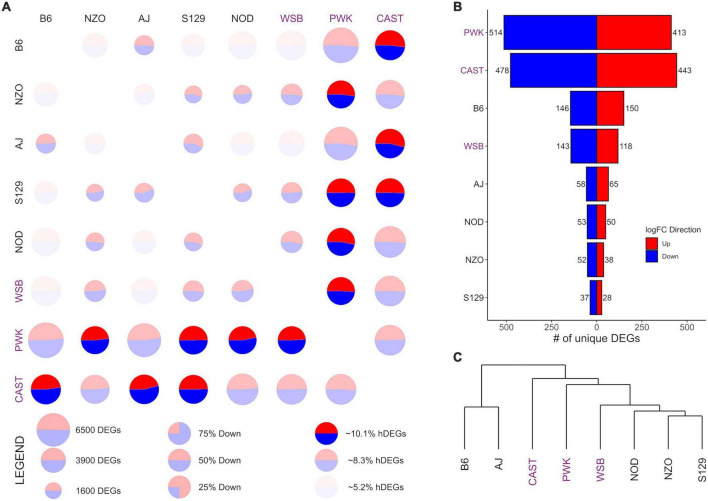
Differential expression (DE) for nucleus accumbens core (NAcc) samples from the Collaborative Cross founder strains. Wild-derived strains PWK, CAST and WSB, denoted by purple text, have the highest number of DEGs, hDEGs **(A)**, and unique DEGs **(B)**. B6 demonstrates the highest differentials for total, hDEGs and unique DEGs among the classical inbred laboratory strains. B6 and AJ cluster separately from all other strains in hierarchical clustering **(C)**.

**FIGURE 4:**
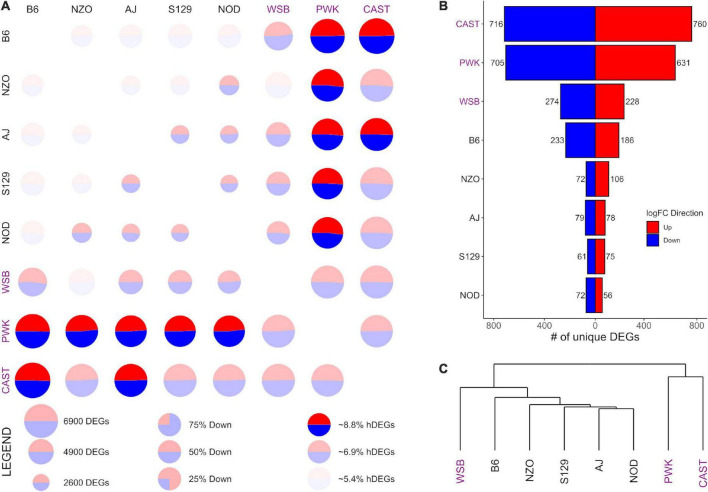
Differential expression (DE) for prelimbic cortex (PrL) samples from the Collaborative Cross founder strains. Wild-derived strains PWK, CAST, and WSB, denoted by purple text, have the highest number of DEGs, hDEGs **(A)**, and unique DEGs **(B)**. B6 demonstrates the highest differentials for total, hDEGs and unique DEGs among the classical inbred laboratory strains. PWK and CAST cluster separately from the other WSB-derived strains in hierarchical clustering **(C)**.

## Results

### Differences among strains are similar to the differences across region

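RNA from punches of the CeA, NAcc and PrL of 48 mice, 3 females and 3 males of each of 8 strains, was sequenced as polyA+ libraries on an Illumina NovaSeq, and the paper gives a depth of approximately 25000000 paired-end reads per sample. The authors deposited gene counts from STAR and log2 values, the latter being the TMM-normalized log2 CPM of voom: recomputed from the counts, they differed by at most 5e-06. Each strain had 6 mice per region, apart from B6 in the NAcc with 5 in the 143 libraries used. Total counts per library in the CeA were B6 21398542 to 30668956 (median 23783454), NZO 22902675 to 28028279 (median 24746427), AJ 22755861 to 33951616 (median 26712658), S129 24456928 to 28941178 (median 26024642.5), NOD 23144503 to 31434257 (median 27040904.5), WSB 21979914 to 27679663 (median 23323681), PWK 20317541 to 31801361 (median 25555048), CAST 21828272 to 27350044 (median 24082493.5). In the NAcc they were B6 20929579 to 27528700 (median 23158973), NZO 18240695 to 27020433 (median 24697520.5), AJ 22078855 to 28414265 (median 25009296.5), S129 21419371 to 26618539 (median 24192584.5), NOD 18354214 to 32331446 (median 24161091.5), WSB 20045611 to 27482848 (median 26955832), PWK 23508561 to 26802677 (median 25984665.5), CAST 21199075 to 29235363 (median 24304490.5). In the PrL they were B6 19496318 to 30662185 (median 26979018.5), NZO 14942820 to 28833998 (median 24470514.5), AJ 19616454 to 28107484 (median 23094214.5), S129 19503046 to 27990611 (median 21426746), NOD 19860225 to 26445668 (median 21844161), WSB 22249646 to 27133899 (median 24507453), PWK 18042631 to 27053725 (median 21463113.5), CAST 17430794 to 26865319 (median 25461593.5). From the counts, the differential expression was computed anew within each region with limma-voom, with strain, sex and tray in the model, TMM factors over the 143 libraries and Benjamini-Hochberg adjustment over the 28 contrasts together. Biotypes of genes were taken from an annotation by gene identifier alone. The enrichment analyses with GOrilla were not analysed here, because the ontology was not at hand.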

After data cleaning and outlier removal, dimensionality reduction was carried out using PCA to access data quality and the signal to noise ratio for the categorical variables of interest: brain region and mouse strain. PCA was done on the covariance matrix of all 143 samples across 14,785 genes. 

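PCA of the normalized data was computed from log2 CPM with a prior count of 2. Component 1 held 30.4% of the variance, and region accounted for 92.0% of it and strain for 1.26%. On component 3, which held 7.67%, region accounted for 29.3% and strain for 30.4%. On component 6, which held 3.82%, they accounted for 31.3% and 30.3%. Every one of these associations had an adjusted p of at most 0.000107 (permutation test). With each component assigned to the factor with the larger share, region held components 1 and 6 and 34.25% of the variance (SD 1.35 over 100 bootstrap draws of mice). The draws kept this assignment fixed, so the SD leaves out its uncertainty. Among the alternatives on normalized values, a prior count of 0.25 moved this most, to 28.7% from component 1 alone. Before normalization, a setting chosen after seeing the data, components 1, 3 and 8 were assigned to region and held 41.3%.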

Brain region was found to be associated with PC 1, 3, and 7, which explained ∼40% of the total variance. Mouse strain was associated with components 2, 4, 5, 6, 8, 9, with a total explained variance of 37.2%. 

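Assigned in the same way, strain held components 2, 3, 4, 5, 7, 8, 9 and 10 and 46.2% of the variance (bootstrap SD 1.5, with the assignment fixed). Both region and strain were associated with 8 of the first 10 components (permutation test). When the variance of every component was instead divided by eta squared, strain accounted for 38.2% and region for 32.1% of the total variance.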

Overall, explained variance in the first 10 components was ∼80%. 

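Here the first 10 components held 80.45% of the variance (bootstrap SD 0.801). With the correlation matrix they held 72.6%, and with the 500 most variable genes 89.97%.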

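Sex accounted for at most 1.12% of the variance of any of the first 10 components (component 6), and the smallest adjusted p was 0.46 (permutation test over mice). In PCA of the 500 most variable genes, 2 components were associated with sex.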

Sex was not associated with any of the top 10 PC.

PC 1 (29.2% of explained variance) and 3 (7.3% of explained variance) are plotted in Figure 1A, where individual data points are shown and color corresponds with brain region. The PrL appeared to be distinct from the NAcc and CeA, which had some overlap. 

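On component 1 the PrL libraries had a mean score of 55.15 (SD 9.30, range 19.3 to 64.8), the CeA libraries of -8.89 (SD 17.6, range -43.9 to 24.7) and the NAcc libraries of -47.25 (SD 8.86, range -57.5 to -6.57). The ranges of the CeA and the NAcc overlapped, and the lowest PrL library lay below the highest CeA library.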

PC 2 (16.8% explained variance) and 4 (5.7% explained variance) are plotted in Figure 1B, where individual data points are shown and colors now correspond to mouse strain. Wild-derived strains PWK and CAST were separated from WSB and the classical inbred laboratory strains in both components. 

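The PWK and CAST libraries scored from 48.7 to 58.7 on component 2, and those of the other 6 strains from -32.8 to -1.16. On component 4, PWK scored from -47.2 to -26.4 and CAST from 27.3 to 43.5, with the other strains between -18.2 and 17.2.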

While the overall variation associated with strains and brain region are similar, we note that a majority of the variance associated with strain separates the wild derived strains PWK and CAST from the classical inbred laboratory strains. 

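Component 2 held 16.2% of the variance, and strain accounted for 99.5% of it. The mean score of WSB on component 2 was -5.78 (SD 2.27, 18 libraries), between those of S129 (-16.5, SD 2.23) and PWK (54.2, SD 2.56).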

The separation of PWK and CAST from one another along PC4 is associated with 3x less explained variance than the separation of PWK and CAST from the other strains along PC4.

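Component 4 held 5.65% of the variance, of which strain accounted for 91.1% and region for 5.51%. The paper ranks the separation of PWK and CAST from each other below their separation from the other strains by explained variance, and names component 4 for both.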

### B6 is distinctly different from other classical inbred laboratory strains, while wild-derived CAST and PWK are the most different overall

Given that brain region was associated with a significant share of the total explained variance, DE analysis was conducted for each brain region separately. Comparisons for each of the 28 possible pairwise comparisons between the 8 founder strains within-brain region were carried out, yielding 84 total sets of DEGs. These results are summarized in Figures 2–4 for the CeA, NAcc, and PrL, respectively. For brevity, the visualizations are described in detail only for the case of the CeA, immediately below, and that discussion is not repeated for the results from the NAcc or PrL. For the results presented here, a DEG is defined as having a FDR of less than 0.05, and a *highly differentially expressed gene* (hDEG) has both a FDR rate of less than 0.05 AND an absolute log2 fold change greater or equal to 1, corresponding to either an increase in expression of at least 100% or a decrease in expression of at least 50%. A *unique DEG* is defined as a gene which is differentially expressed between one strain and each of the remaining 7 founder strains in the same direction.

Pairwise CeA DE comparisons are visualized in Figure 2 and summarized in Supplementary Table 3. Figure 2A shows, for each pairwise comparison, the (1) total number of DEGs as the relative size of the circle, (2) the relative number of hDEGs as the color intensity, where the brightest colors correspond to the upper quartile and the dimmest to the bottom quartile, and (3) the ratio of up to down DEGs is shown by the ratio of red to blue. Here comparisons are to be made across a row such that B6 vs. CAST (where “up” expression means higher counts in the B6 strain) is in the upper right corner of Figure 2A, while CAST vs. B6 (where “up” expression means higher counts in the CAST strain) is in the bottom left corner. 

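In the CeA, hDEGs were counted with limma's treat at a log2 fold change of 1. The mean number over the 7 contrasts of a strain was 447 for PWK (SD 52.6), 442 for CAST (SD 55.0), 296 for WSB (SD 113), 295 for B6 (SD 151) and 248 to 260 for AJ, NOD, NZO and S129. Over the alternatives, the group means ranged from 88.3 (classical) and 121 (wild-derived) with a mean CPM of at least 5, to 752 for the classical strains when every gene with an adjusted p below 0.05 and a fitted log2 fold change of at least 1 was counted, and 1096 for the wild-derived strains without the filter on low counts.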

The wild-derived strains CAST, PWK, and WSB (strain names highlighted with purple color) had the highest numbers of hDEGs. AJ and B6 were the most different of the classical inbred laboratory strains. 

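The mean number of DEGs over the 7 CeA contrasts was 4857 for B6 (SD 766), 4367 for AJ (SD 966), 3882 for NOD (SD 1554), 3359 for S129 (SD 1321) and 3342 for NZO (SD 1249). Restricted to the 4 contrasts with the other classical strains, it was 4371 for B6, 3708 for AJ, 3415.5 for NOD, 2825 for S129 and 2795.5 for NZO.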

On average, the inbred lines had 3,965 total DEGs and 262 hDEGs, whereas the wild lines had 4,773 total DEGs and 395 hDEGs.

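Averaged over strains, the classical strains had 3962 DEGs (SD 656 over 5 strains) and 263 hDEGs (SD 18.4), and the wild-derived strains 4772 DEGs (SD 506 over 3 strains) and 395 hDEGs (SD 85.8). Without the filter on low counts, the mean for the wild-derived strains rose to 6558 DEGs, and with a mean CPM of at least 5 it fell to 3585, the largest changes among the alternatives.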

Figure 2B shows the number of unique DEGs. The lists of these genes are found in Supplementary Table 4. PWK and CAST have over 800 unique DEGs corresponding to approximately 16% of their total DEGs. 

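PWK had 830 unique DEGs (372 up, 458 down), 16.6% of its mean number of DEGs, and CAST had 926 (442 up, 484 down), 18.1%. With a mean CPM of at least 5 the numbers were 568 and 644. The largest unique DEGs of PWK in the CeA were Rpl21-ps15 and 9330121K16Rik. Rpl21-ps15, a pseudogene that may share reads with its parent gene, had a mean of 42.7 CPM (SD 3.98, 6 mice) in PWK, at least 262-fold higher than the 4 strains with at most 3 counts in every library. 9330121K16Rik had 0 counts in all 6 PWK libraries and 128 to 1020 in the others, at least 79.4-fold lower.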

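WSB had 142 up- and 172 down-expressed unique DEGs in the CeA, 314 in all, or 7.49% of its mean of 4193 DEGs (SD 1455 over 7 contrasts).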

WSB had 315 unique DEGs (∼7% of their total DEGs). The B6 strain was the most different among the classical inbred laboratory strains, with 489 unique DEGs (∼10% of total). 

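Here 486 genes were unique DEGs of B6 (281 up, 205 down), 10.0% of its mean number of DEGs, followed by AJ with 231, NOD with 126, NZO with 83 and S129 with 70. With sample quality weights in voom the number for AJ rose to 491 and that for B6 to 543. Hba-a2, a globin gene with a close paralog, was the largest up-expressed unique DEG of B6, with a mean of 5.55 CPM (SD 1.12), at least 33.5-fold higher than in 6 strains with at most 3 counts in every library, while S129 had 2.88 CPM. Eno1b, a gene close in sequence to Eno1, was the largest down-expressed one, with 2 to 16 counts in B6 against 1355 to 3179 in the other strains (mean log2 fold change -8.23, SE 0.398, largest adjusted p of limma's moderated test over the 7 contrasts 5.41e-20).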

A visual survey of the unique DEG lists for all 8 strains revealed relatively few neurotransmitter genes and transmitter-associated accessory proteins. Notable exceptions included *Oprm1* (up-expressed on average 83% in the PWK strain), *Dlgap4* (down-expressed on average 19% in the B6 strain) and *Gabra2* (down-expressed on average 75% in the B6 strain). 

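Oprm1 in PWK had a mean log2 fold change of 0.87 over the 7 contrasts (SE 0.132), a change of 82.9%, with a largest adjusted p of 0.00292 (limma's moderated test, Benjamini-Hochberg adjustment), and 5 of the 6 PWK mice lay above all 42 mice of the other strains. Dlgap4 in B6 had a log2 fold change of -0.29 (SE 0.0532), a change of -18.1%, with a largest adjusted p of 0.00457, and 2 of 6 B6 mice lay below all others. Gabra2 in B6 had a log2 fold change of -1.91 (SE 0.138), a change of -73.4%, with a largest adjusted p of 1.46e-09, and all 6 B6 mice lay below all others. Over 17 alternatives the log2 fold change of Dlgap4 ranged from -0.33 to -0.22 and its largest adjusted p from 0.00205 to 0.0259.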

The GOrilla algorithm (Eden et al., 2009) was used to detect ontology enrichments of the unique genes seen in the high ethanol preference strains, B6 and PWK, that were not seen in the other strains. Note that up-expressed and down-expressed unique DEGs were analyzed both jointly and then separately. Only one example of such an enrichment was detected. For the B6 strain, and for the up-expressed unique DEGs, there was a significant enrichment in genes associated with immune response. 

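All 22 genes visible in Supplementary Table 5A were up-expressed unique DEGs of B6 in the CeA, with log2 fold changes of 0.39 to 2.27 and Ifit3 and H2-T22 (2.25) at the top. Adjusted over the list alone the count was also 22, which is not independent evidence, because the list was chosen on these samples. The H2 genes are paralogs that differ between strains, so their reads may align unequally to the B6 reference. In B6 against the mean of the 6 low preference strains, 3 immune gene sets were higher in the CeA by limma's camera with Benjamini-Hochberg adjustment over 18 tests: MHC class I presentation with a mean log2 fold change of 0.93 (13 of 13 genes, adjusted p = 4.93e-08), microglia and complement with 0.53 (17 of 20 genes, adjusted p = 4.4e-07) and interferon-induced genes with 0.81 (18 of 19 genes, adjusted p = 1.12e-07). In the NAcc their adjusted p values were 0.00313, 0.0168 and 0.00466, and in the PrL 6.87e-05, 5.21e-05 and 0.00179. All 9 calls for B6 held under fry, and none held with the correlation between genes estimated from the data. In PWK, microglia and complement genes in the CeA were the 1 set past the threshold of camera (mean log2 fold change 0.37, 16 of 20 genes, adjusted p = 0.0058). Of the 52 immune genes tested, 40 were higher in B6 in the CeA at an adjusted p below 0.05 over all genes, and 42 adjusted over the list alone. Oligodendrocyte genes in the CeA were also highest in B6 (1.25 above the mean of the strains, log2, AJ next at 0.181). A different mix of tissue in the B6 punches may therefore have contributed.

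**Figure D2:**
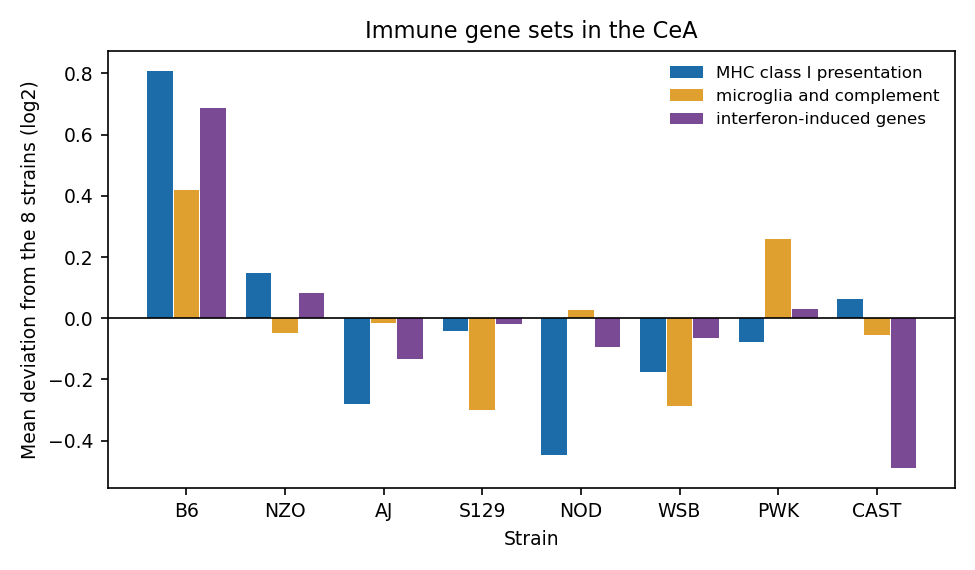
Mean deviation of 3 immune gene sets in each strain from the mean over the 8 strains in the CeA (log2). Reads of the H2 genes in the MHC set may align unequally, as stated above.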

Genes in the category immune system process (*N* = 38; FDR < 1.7 × 10^–3^) are listed in Supplementary Table 5. 

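B2m in B6 had a mean log2 fold change of 0.78 in the CeA (SE 0.0716), a change of 72.1%. Over the 7 contrasts the log2 fold change ran from 0.30 against PWK to 1.12 against S129, with a largest adjusted p of 0.014 (limma's moderated test, Benjamini-Hochberg adjustment), and 4 of the 6 B6 mice lay above all 42 mice of the other strains.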

Included in this list was *B2m* which was on average up-expressed 71%. Supplementary Figure 3 illustrates the interactions of the immune associated ontologies; dark orange shading denotes the most significant enrichments.

Figure 2C shows a phylogeny chart of the HS-CC founder strains, based on hierarchical clustering using the Manhattan distance of a given pair’s absolute log-fold change. This measure provides an equal weight to all log-fold genes in contrast to Euclidean distance, which would be an additional non-linear weighting (on top of the existing log transformation) toward larger changes. 

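Summed over genes, the absolute log2 fold change between PWK and CAST in the CeA was 5089, and each was nearest to the other. The mean distance to the other strains was 6044 for PWK and 6117 for CAST, against 4549 (NZO) to 5513 (B6) for the other 6 strains.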

PWK and CAST separated from the remainder of the founder lines. The B6 and AJ strains clustered separately from the other classical inbred laboratory strains, which were grouped near WSB. 

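In the tree of complete linkage for the CeA, B6 and AJ joined each other at a distance of 4635 before joining the group of NZO, S129, NOD and WSB. The nearest strain of AJ was S129 at 4363, and with single linkage B6 and AJ no longer formed a pair and joined the group 1 after the other. Average linkage and distances between the strains' distance profiles gave the tree of complete linkage.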

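The mean number of unique DEGs in the CeA was 690.0 over the wild-derived and 199 over the classical strains. As a share of the mean number of DEGs, hDEGs made up 8.28% and 6.64%, and unique DEGs 14.5% and 5.03%.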

Overall, the wild-derived strains PWK, CAST, and WSB had the highest number of total hDEGs and unique DEGs, with PWK, and CAST being easily identifiable as the most different. The classical inbred laboratory strains were found, in general, to cluster with their nearest wild-derived strain, WSB.

Figures 3, 4 follow the same pattern as Figure 2, but data is presented for the NAcc and the PrL, respectively, with summary statistics presented in Supplementary Tables 6, 7. 

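In the NAcc, the unique DEGs numbered 933 for PWK, 930 for CAST, 290 for B6, 261 for WSB, 124 for AJ, 105 for NOD, 90 for NZO and 65 for S129. With 144 libraries, including the library that the authors excluded for its low inter-sample correlation, B6 had 195. With sample quality weights in voom it had 678. Leaving out 1 of the 5 B6 mice at a time gave from 196 (without mouse 33) to 381 (without mouse 25). In the PrL, the numbers were 1477 for CAST, 1334 for PWK, 499 for WSB, 427 for B6, 179 for NZO, 159 for AJ, 138 for S129 and 127 for NOD. The largest up-expressed unique DEG of B6 in the PrL was Pttg1, with 470 to 633 counts in B6 against 0 to 56 in the other strains (mean log2 fold change 6.12, SE 0.191, largest adjusted p = 5.92e-18, limma's moderated test with Benjamini-Hochberg adjustment). The largest down-expressed one of PWK in the NAcc was Zfp605, with at most 1 count in PWK and 206 to 584 in the others, at least 117-fold lower.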

As in the CeA, in both the NAcc and the PrL, the largest number of unique DEGs was associated with the CAST and PWK strains, while B6 remains the most distinct of the classical inbred laboratory strains. The ratio of total DEGs to hDEGs and unique DEGs also remained similar across regions. However, the number of DEGs identified within the PrL in all strains (wild average: 5,837, lab average: 4,319) is significantly higher than in either the CeA (see above) or the NAcc (wild average: 4,587, lab average: 3,413). 

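In the PrL, the classical strains had a mean of 4325 DEGs (SD 358 over strains) and the wild-derived strains 5839 (SD 737). In the NAcc the means were 3408 (SD 522) and 4586 (SD 730.5). Contrast by contrast, the PrL had more DEGs than both other regions in 20 of 28 contrasts, by a median factor of 1.17 over the CeA and 1.35 over the NAcc. With sample quality weights, the mean of the classical strains in the NAcc rose to 5579. The difference between regions in the number of DEGs was not tested as such.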

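In the PrL the mean number of hDEGs was 296 (SD 17.3) for the classical and 459 (SD 106) for the wild-derived strains, and that of unique DEGs was 206 and 1103. By limma's treat, the PrL had more hDEGs than both other regions in 27 of 28 contrasts. With hDEGs by estimated log2 fold change, the mean number for the classical strains was 680 in the PrL, 752 in the CeA and 729 in the NAcc, and for the wild-derived strains 1031, 1003 and 1039. The mean absolute log2 fold change over genes and contrasts was 0.33 in the PrL, 0.36 in the CeA and 0.35 in the NAcc, a measure that noise enlarges. With the sampling variance taken off, the root mean square log2 fold change was 0.694, 0.703 and 0.699, and it was larger in the PrL than in the CeA in 16 of 28 contrasts and than in the NAcc in 14. The median residual SD of a gene between mice was 0.152 log2 CPM in the PrL, 0.192 in the CeA and 0.2001 in the NAcc, and the median SE of a contrast 0.0865, 0.110 and 0.116.

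**Figure D3:**
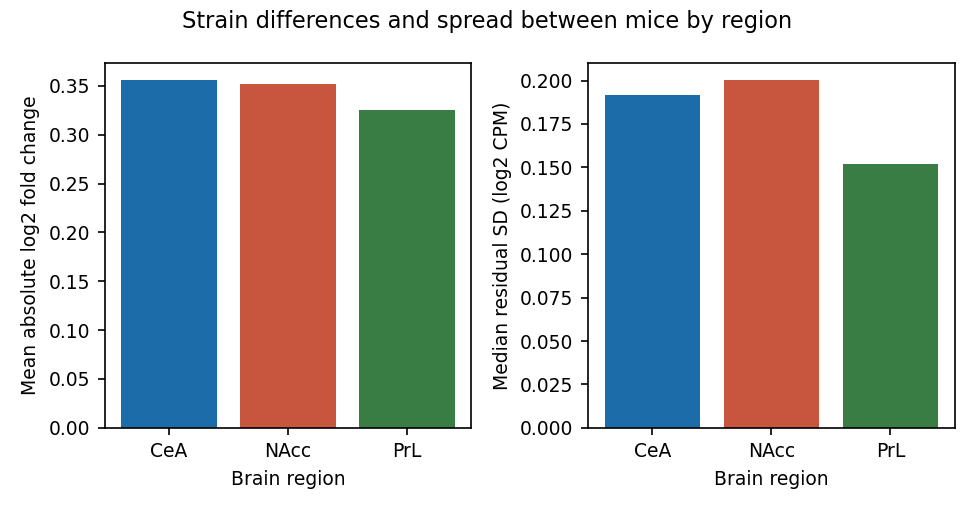
Mean absolute log2 fold change over the 28 contrasts and all genes (left) and median residual SD between mice (right, log2 CPM) in each region.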

The number of hDEGs and unique DEGs within the PrL were similarly high indicating that the PrL is the region where the HS-CC founder strains show the most variation.

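In the NAcc, Gabra2 in B6 had a mean log2 fold change of -1.57 (SE 0.0815), a change of -66.3%, with a largest adjusted p over the 7 contrasts of 3.16e-14 (limma's moderated test, Benjamini-Hochberg adjustment). With 1 of the 5 B6 mice left out it ran from -1.60 to -1.53. Gabrg1 had a log2 fold change of -0.90 (SE 0.188), a change of -46.6%, with a largest adjusted p of 0.0355 in 143 libraries. In 144 libraries, with the B6 library that the authors left out as an outlier, it was -0.83 with a largest adjusted p of 0.0585. Without mouse 33 it was -0.74 (0.143) and without mouse 17 it was -0.91 (0.0568). Over 21 alternatives the largest adjusted p of Gabrg1 ranged from 0.00918 to 0.143, and 1 of the 5 B6 mice lay below all 42 mice of the other strains.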

Surveying all the NAcc unique DEGs, no neurotransmitter genes were present among the gene lists with the exception of the B6 strain, where both *Gabra2 and Gabrg1* were down-expressed (on average 67% and 47%, respectively). Within the PrL neurotransmitter unique DEGs were identified within B6, NZO, PWK, and CAST [B6 (*Gabra2* [-64%], *Gabrb2* [-26%], *Gria1* [+32%], *Grik4* [-28%], and *Grm2* [-37%]); NZO (*Grik1* [+32%]); PWK (*Gabra2* [+77%], *Glra3* [-65%], *Npy1r* [-29%], and *Npy5r* [-38%]); CAST (*Gabra5* [+51%], *Htra2* [+29%], and *Oprm1* [-58%])].

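In the PrL, Gabra2 had a mean log2 fold change of -1.49 (SE 0.0616, a change of -64.5%) in B6 and of 0.83 (SE 0.0619, a change of 77.2%) in PWK, with largest adjusted p values of 4.55e-18 and 1.72e-07 (limma's moderated test, Benjamini-Hochberg adjustment). The other genes of B6 changed by -36.5% (Grm2), -27.3% (Grik4), -25.8% (Gabrb2) and 32.7% (Gria1), and Grik1 in NZO by 31.3%. In PWK, Glra3 changed by -65.4%, Npy5r by -38.2% and Npy1r by -28.6%. In CAST, Oprm1 changed by -57.6% at 14 to 33 counts per library, Gabra5 by 50.9% and Htra2, a serine peptidase gene, by 29.1%. Htr2a, the serotonin receptor gene of similar name, had a log2 fold change of -0.16 in CAST and passed the threshold in 2 of 7 contrasts (largest adjusted p = 0.662). Including Htr2a, 19 of 20 combinations of gene, strain and region named with a change in the Results were unique DEGs over all genes, and 19 adjusted over the list alone. Since the genes were picked on these samples, the latter is not independent evidence. Some calls in the PrL lay near the threshold over 16 alternatives each: the largest adjusted p ranged from 0.0349 to 0.415 for Gabrb2 (above 0.05 in 7), from 0.0372 to 0.224 for Grik4 (6), from 0.0208 to 0.137 for Glra3 (6), from 0.00695 to 0.0762 for Npy1r (5), from 0.00291 to 0.0795 for Grik1 (2) and from 0.0177 to 0.0674 for Gria1 (1).

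**Figure D4:**
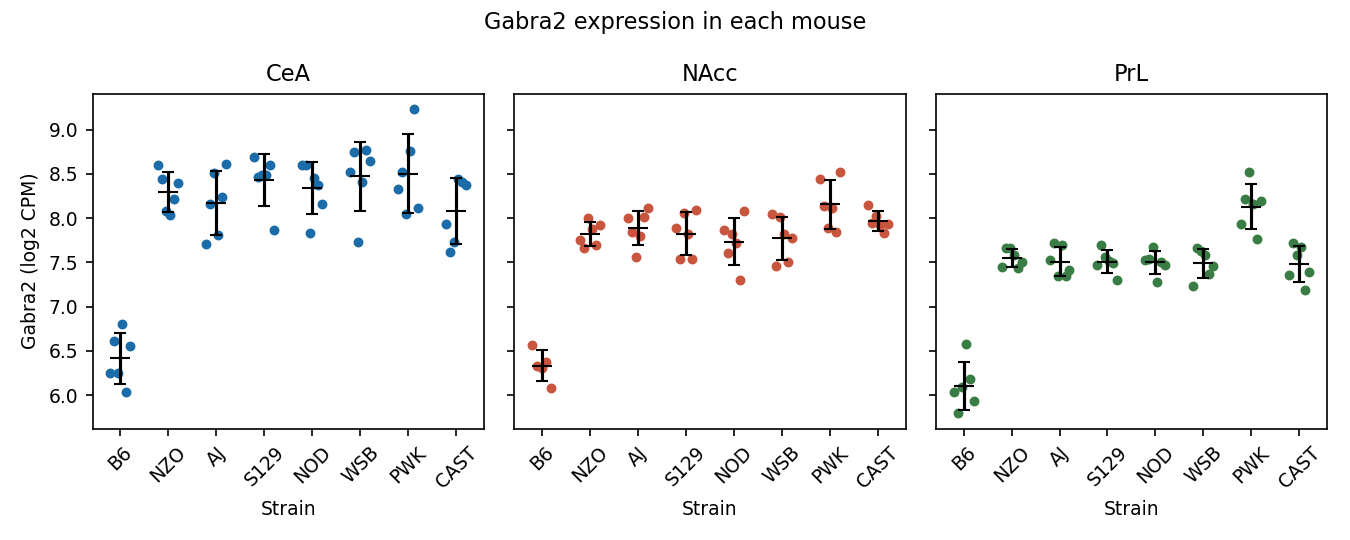
Gabra2 in each mouse (log2 CPM) by strain in the CeA, NAcc and PrL, with the mean and SD of each strain.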

GO enrichment analysis for the NAcc and PrL followed the same pattern as for the CeA. The unique genes in both regions are found in Supplementary Tables 8, 9. For the NAcc, significant ontology enrichments were found for 2 strains. NOD up-expressed unique DEGs were enriched in genes associated with the extracellular matrix (FDR < 5 × 10^–2^). 

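The 7 genes visible in Supplementary Table 5B were all among the 53 up-expressed unique DEGs of NOD in the NAcc, over all genes and adjusted over the list alone (not independent evidence, since the list was chosen on these samples). Their log2 fold changes ran from 0.71 to 1.47, with Dmp1 (1.47) and Mmp2 (1.03) the largest.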

PWK down-expressed unique DEGs were enriched in mitochondrial genes (FDR < 10^–3^). 

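Of 22 genes visible in Supplementary Table 5C, 21 were found by name among the genes tested, and all 21 were down-expressed unique DEGs of PWK in the NAcc, out of 509. Adjusted over the list alone the count was also 21, on a list chosen on these samples. Their log2 fold changes ran from -1.18 (Chdh) to -0.20, with a median of -0.54.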

For the PrL, significant ontology enrichments were also found for 2 strains. B6 down-expressed unique DEGs were enriched in genes associated with neuron morphogenesis (FDR < 4 × 10^–2^) while B6 up-expressed unique DEGs were enriched in genes associated with RNA processing (FDR < 5 × 10^–3^) and regulation of RNA splicing (FDR < 10^–2^). 

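In the PrL, the 15 genes visible in Supplementary Table 5D were all among the 241 down-expressed unique DEGs of B6, with log2 fold changes from -0.86 (Ephb6) to -0.25. The 22 genes visible in Supplementary Table 5E were all among its 186 up-expressed unique DEGs, with log2 fold changes from 0.15 to 1.03 (Rnps1). Adjusted over the list alone, 15 and 22 were called, on lists chosen on these samples.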

CAST up-expressed unique genes were enriched in genes associated with organic acid metabolism (FDR < 9 × 10^–3^). 

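The 22 genes visible in Supplementary Table 5F were all among the 773 up-expressed unique DEGs of CAST in the PrL, and also when adjusted over the list alone (a list chosen on these samples). Their log2 fold changes had a median of 0.75 and ran from 0.28 to 3.01, the largest being Acsm5 and Alox8 (2.45).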

The genes associated with all the enriched ontologies are found in Supplementary Table 5.

The data in Figure 3C illustrate that in the NAcc, like the CeA, the B6 and AJ strains are clustered together. However, this was not the case in the PrL (Figure 4C). 

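In the NAcc, B6 and AJ were each other's nearest strain, at a distance of 3881, and joined first under every linkage tried. With complete linkage the pair stood outside all other strains, and PWK and then CAST joined the group of NZO, S129, NOD and WSB. Average linkage joined PWK with CAST first, outside the other 6 strains.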

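In the tree of the PrL, AJ joined NOD at a distance of 3150, then S129 and NZO joined, and B6 joined those 4 strains before WSB. The nearest strain of B6 was NZO, at 3734.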

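PWK and CAST were each other's nearest strain in the PrL, at a distance of 5559, and every linkage tried gave the same tree.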

Here, the classical inbred laboratory strains and the WSB clustered together as did the PWK and CAST strains.

### Immune function is a significantly enriched *common difference* between the high ethanol preference strains (B6 and PWK) and the remaining low ethanol preference strains

The unique DEG signatures discussed above suggest the high drinking strains (B6 and PWK) differed from the other HS-CC founder strains in distinct ways, potentially representing two unique risk signatures for high ethanol preference. Therefore, it is critical to investigate whether there are any *common differences* between the high preference strains relative to the low preference strains that may contribute to ethanol preference. 

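Counted against the 6 low preference strains alone, B6 had 674 signature genes in the CeA (388 up, 286 down), 359 in the NAcc (186 up, 173 down) and 562 in the PrL (241 up, 321 down). PWK had 1015 (476 up, 539 down), 1023 (469 up, 554 down) and 1487 (701 up, 786 down). From the unique DEGs of either strain, the paper proposes separate risk signatures in B6 and PWK and reasons that a common one has to be sought outside the unique DEGs.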

Unique DEGs, however, cannot be used to study such a signature, as their definition precludes the possibility of a gene being DE in the same direction in both the B6 vs. PWK and the PWK vs. B6 comparisons. Instead, the genes DE between B6 (or PWK) and the remaining low drinking strains (AJ, CAST, NOD, NZO, S129, and WSB) were studied and are referred to as signature genes. Explicitly, the B6 signature genes are DE in the same direction between B6 and every founder strain except PWK, and the PWK signature genes are similarly the set of genes which are DE in the same direction between PWK and every founder strain except B6.

Figure 5 shows the number of signature genes for B6 (Figures 5A,B) and PWK (Figures 5C,D) identified for each of the three brain regions and are displayed as a Venn diagram. PWK, the wild-derived strain, had over 3x as many signature genes in common across all three brain regions than did B6 (542 vs. 127). 

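Here 129 signature genes of B6 (67 up, 62 down) and 541 of PWK (241 up, 300 down) were shared by all 3 regions, a ratio of 4.19. With a mean CPM of at least 5 the numbers were 90 and 362, and without a filter on low counts 164 and 749.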

No significant ontology enrichment was identified for either the B6 or PWK strain for these genes common across regions. Figure 5E shows the number of significant genes shared between B6 and PWK in each brain region, as well as in common between all three. Less than 100 genes were identified as common in each individual brain region, and only 29 were shared between all three regions. 

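Signature genes of both B6 and PWK with the same direction numbered 86 in the CeA, 48 in the NAcc and 94 in the PrL, and 29 were shared by all 3 regions (14 up, 15 down). Those with opposite directions numbered 12, 16 and 17, with 1 in all 3 regions. With protein-coding genes only, 19 were shared by all 3 regions.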

No significant ontology enrichments were identified using these gene groupings. All the genes identified in common across brain regions in Figure 5 are provided in Supplementary Table 10.

**FIGURE 5:**
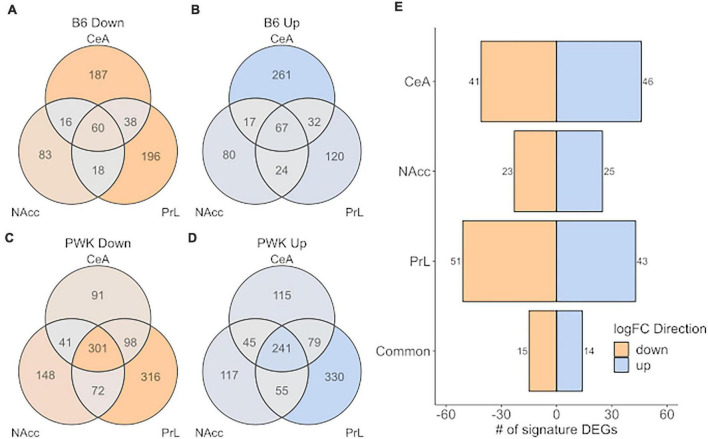
High preference strains vs. low preference strains for unique DEG (strict selection criteria) commonality across strain and brain region. **(A,B)** Identified unique DEGs across individual brain regions for B6. **(C,D)** Identified unique DEGs across brain regions for PWK. **(E)** Unique DEGs *commonly different* between PWK and B6 compared to the low preference strains (AJ, CAST, NOD, NZO, S129, and WSB) for each brain region and in all three brain regions (common). Twenty-nine (15 down- and 14 up-expressed) unique DEGs are found to be *commonly different* between B6 and PWK and the low preference strains across all three brain regions.

A more relaxed approach for the DE analysis was carried out using the *limma* + *voom* pipeline to compare B6 and PWK, individually, to the *average* expression of the low drinkers [Low_Average: (AJ + CAST + NOD + NZO + S129 + WSB)/6]. As before, genes were considered DE for a given comparison (B6 vs. Low_Average or PWK vs. Low_Average) if the FDR was below 0.05. Note that the signature genes (above) were isolated using pairwise DE results generated by the *limma* + *voom* pipeline, so the two methodologies are completely analogous and differ only in their stringency threshold. This relaxed approach is illustrated in Figure 6 where the DEGs for B6 vs. Low_Average (Figures 6A,B) and PWK vs. Low_Average (Figures 6C,D) identified for each of the three brain regions and are displayed as Venn diagrams. Figure 6E shows the DEGs shared between B6 vs. Low_Average and PWK vs. Low_Average in each brain region. 

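Against Low_Average, 6069 genes were DE in B6 in the CeA, 4763 in the NAcc and 5557 in the PrL, and 5790, 5722 and 6959 in PWK. With 144 libraries, including the NAcc library that the authors left out for its low inter-sample correlation, 3629 were DE in B6 in the NAcc. Without mouse 17, one of the 5 B6 mice of the NAcc, the number was 3348. Of the genes DE in both strains, 1701 changed in the same direction and 1037 in opposite directions in the CeA, 726 and 1461 in the NAcc, and 1462 and 1531 in the PrL. Across genes, which are not independent replicates, the Spearman's rho of the log2 fold changes of both strains was 0.212 in the CeA, -0.268 in the NAcc and -0.00114 in the PrL, and Pearson's r was -0.0118, -0.157 and -0.0771. Both contrasts use the same low preference libraries. In 20 simulated data sets in which neither strain differed from Low_Average and the low preference libraries served both contrasts, rho averaged 0.134, 0.117 and 0.134, and 54.7%, 54.1% and 54.7% of genes had the same sign, compared with 58.8%, 39.5% and 50.3% observed.

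**Figure D5:**
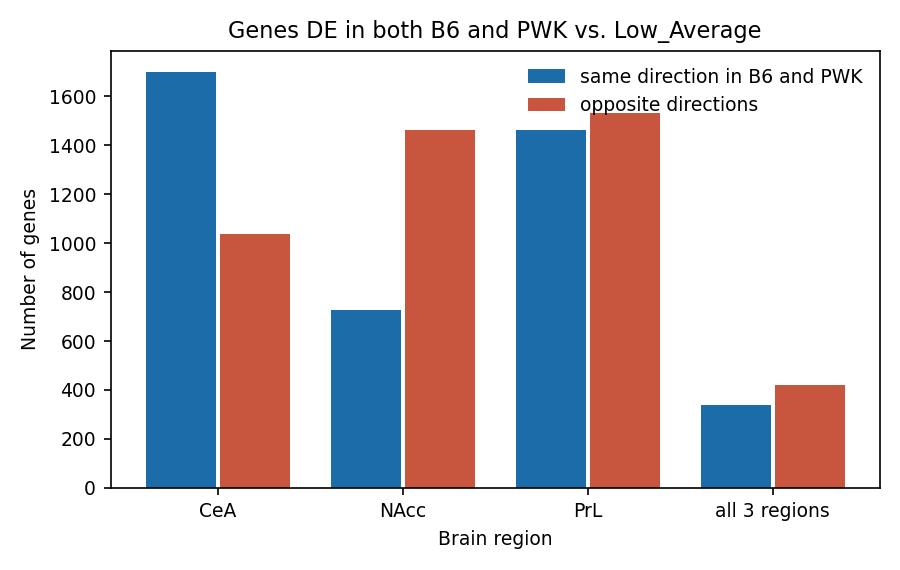
Number of genes DE in both B6 and PWK vs. Low_Average with the same direction and with opposite directions, in each region and in all 3 regions.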

All identified genes in common across brain regions are provided in Supplementary Table 11.

**FIGURE 6:**
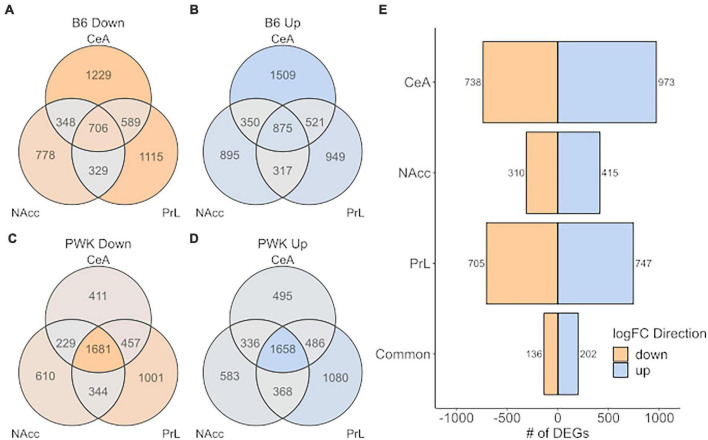
High preference strains vs. low preference strains. DEGs found for B6 and PWK compared the average expression of the low preference strains across strain and brain region (liberal selection criteria; Low_average: (AJ + CAST + NOD + NZO + S129 + WSB)/6). **(A,B)** Identified DEGs across individual brain regions for B6. **(C,D)** Identified DEGs across brain regions for PWK. **(E)** Unique DEGs *commonly different* between PWK and B6 and the low_average for each brain region and in all three brain regions (common). Two hundred and thirty-eight (136 down- and 202 up-expressed) DEGs are found to be *commonly different* between B6 and PWK and the low_average across all three brain regions, more than 10x the number identified using unique DEGs (see Figure 5).

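In both B6 and PWK and in all 3 regions, 339 genes were DE vs. Low_Average in the same direction (202 up, 137 down), 11.7 times the number from the signature genes, and 421 genes were DE in opposite directions. A filter of a mean CPM of at least 5 moved the 339 most, to 211, of which 209 were shared. Rec8 had 26 to 424 counts in B6 and PWK against 0 to 71 in the low preference strains. Rpl29 had log2 fold changes of 2.60 to 2.88 over both strains and all regions (largest SE 0.0756, largest adjusted p = 7.75e-29, limma's moderated test with Benjamini-Hochberg adjustment). The log2 fold changes of Myo7a ran from 3.39 to 3.81 and those of 2610507I01Rik had a minimum of 3.35. The immunoglobulin gene Ighg2c had 0 to 206 counts in B6 and PWK, at most 3 in every library of CAST and S129, and 0 to 272 in the other 4 low preference strains. Of the down-expressed genes with the largest changes, Gm8210 had at most 1 count in every B6 and PWK library and in CAST at most 3, against 105 to 363 in the other 5 low preference strains, and Atp6v0c-ps2 had 27 to 91 against 563 to 3823. Rnps1-ps, Gm13394 and Gm7224 had at most 13 counts in B6 and PWK, against 146 to 489, 0 to 5427 and 14 to 83 in the low preference strains. Pseudogenes and predicted genes such as these may share reads with their parent genes: pseudogenes made up 10.4% of the commonly different genes with a biotype, against 2.42% of all genes tested. In the same count for each of the 28 pairs of strains against the other 6, the other 14 pairs of a classical and a wild-derived strain had 308 to 563 genes, with a median of 360.5.

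**Figure D6:**
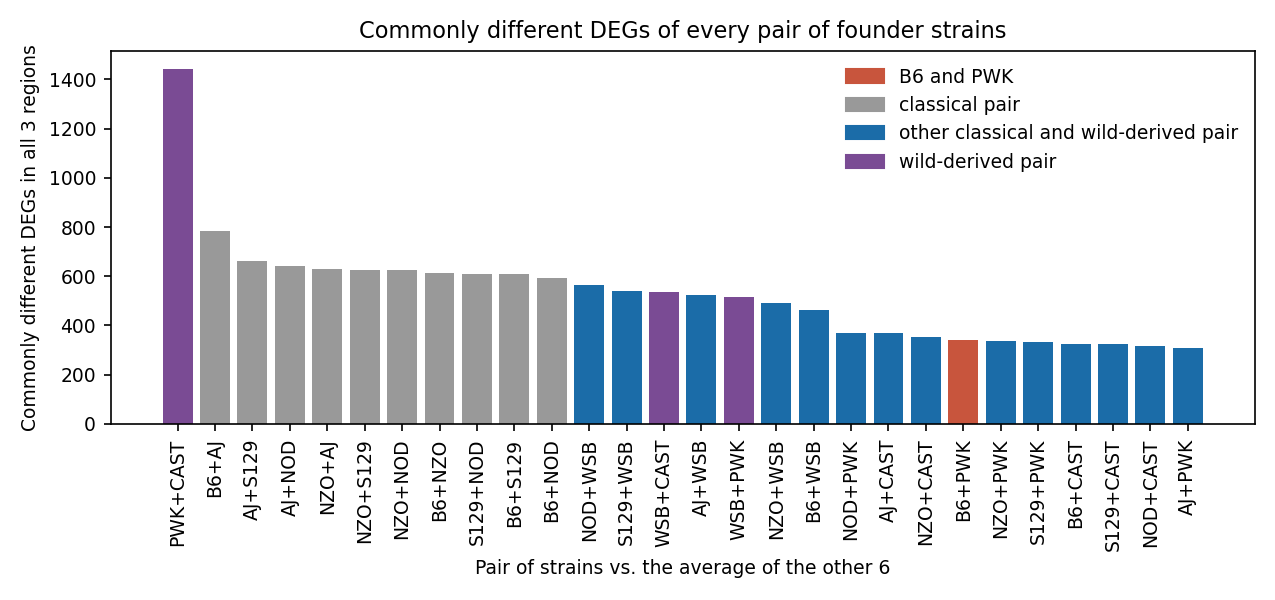
Number of commonly different DEGs in all 3 regions for each of the 28 pairs of founder strains, each set against the average of the other 6 strains.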

Analysis of the DEGs identified 338 (202 up, 136 down) genes as DE within all three brain regions in both B6 and PWK, over 10x more than identified using the strict signature gene criteria. 

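Each of the 29 signature genes shared by both strains in all 3 regions was among the 339 genes DE vs. Low_Average in the same direction. So were all 86 in the CeA, 48 in the NAcc and 94 in the PrL, each among the genes of its own region.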

Note that 100% of the genes identified using the signature genes were also identified by the DE results, confirming the methodologies are consistent and differ only in selection stringency. The 202 up-expressed DEGs in common across all regions (Figure 6E) had significant enrichment in genes associated with immune function (FDR < 10^–3^). 

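Of 52 immune genes tested from 3 sets, 7 were among the 202 up-expressed genes, among them H2-T23, B2m, Oasl2, Irf7, C1qa and Tyrobp (odds ratio 11.6, Fisher's exact test against all 14785 genes, two-sided, p = 6.36e-06, Benjamini-Hochberg adjusted over 4 tests p = 2.54e-05). The test takes genes as independent, whereas the correlation between genes estimated within these sets was 0.126 to 0.586. Its p is therefore likely too small. The log2 fold changes of H2-T23, whose paralogs and strain variants may limit the alignment of its reads, ran from 0.70 to 2.19 over both strains and the 3 regions. Those of B2m ran from 0.39 to 0.86 and those of C1qa from 0.34 to 0.74. The largest adjusted p among the 7 genes was 0.028 (Tyrobp, limma's moderated test with Benjamini-Hochberg adjustment). In the other 27 pairs of strains, 0 to 7 immune genes were among the genes commonly up-expressed (7 in B6 and NZO), at most 1.82% of them, against 3.47% in B6 and PWK.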

An illustration of the immune categories affected is found in Supplementary Figure 4, and the similarity to Supplementary Figure 3 is noted. 

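None of the 52 immune genes was among the 137 down-expressed genes (Fisher's exact test, p = 1). Of those with a biotype, 21.5% were pseudogenes, against 2.97% of the up-expressed genes.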

No significant enrichment was found using the 136 identified down-expressed DEGs. For two reasons we focused on the regionally common DEGs: (1) the B6 and PWK strains are highly distinct from the remaining HS-CC founder strains, and the above requirement limits analysis to genes identified in three independent DE tests, and (2) the genes in common across all three brain regions represent the most likely targets for therapeutic intervention.

## Discussion

The current study is the result of two independent but convergent lines of investigation. The first began with the observation nearly 20 years ago that G3 HS-CC mice had a relatively high ethanol preference (∼20% with a preference for alcohol over water of > 0.5). We note here that in preliminary studies, we have bred mice from 48 pairs of DO parents and obtained essentially the same results (unpublished observation). The HS-CC were allowed to breed for another 20 generations to break up linkages that in turn would facilitate haplotype analyses. The mice were then used to selectively breed for high and low ethanol preference (see Colville et al., 2018, 2017). The goal was to leverage the “high genetic complexity found in HS-CC mice, together with selective breeding, to detect new pathways and mechanisms associated with ethanol preference and excessive ethanol consumption” (Colville et al., 2018). We predicted that molecular signatures of risk for high alcohol intake and preference would provide new targets for therapeutic manipulation (Ferguson et al., 2018; Pozhidayeva et al., 2020). This general argument is described more thoroughly elsewhere in this special issue. The design of Colville et al. (2018) was similar in some respects to the current study in that data were collected across three nodes of the addiction circuit; the CeA, PrL, and NAc shell (rather than the core). The key observation from Colville et al. (2018) was that selection affected across all brain regions a core group of genes that included *Adra1a, Chrna7, Dlg2, Grin2b, Htr2a, Oprd1*, S*str4*, and 17 protocadherins including 14 of the 22 known γ protocadherins. *Dlg2* was considered a key network node in this core grouping (see Figure 1 of Colville et al., 2018). Overall, these data are important because they suggest mechanisms that could distinguish the high and low preference lines, especially mechanisms related to glutamate plasticity. The question that was not answered in Colville et al. (2018) was how the individual CC founder strains contributed to these mechanisms.

The answer to this question was, in part, provided by Bagley et al. (2021), who observed that in addition to the B6 strain, the PWK strain was also a high preference/consumption strain. This observation, while not unexpected, had not been previously explored. Beginning with McClearn and Rodgers (1959), it has been repeatedly found that only the B6 strain and related sub-strains (e.g., Yoneyama et al., 2008) have high ethanol preference and consumption. As noted in Hitzemann et al. (2021) “these data have cast a long shadow on ethanol research resulting in the almost exclusive use of the B6 strain to test for mechanisms of ethanol action and for new therapeutic treatments. This monoculture focus has some obvious advantages including replicability across laboratories and the ability to use genetically modified mice, which are almost exclusively on a B6 or largely B6 background, for hypothesis testing ……the major disadvantage of using the B6 strain ….is that the biology extracted may not be generally applicable, important pathways are missed due to the lack of genetic diversity and individual variation, a key component of some analyses, will be substantially reduced.” Moreover, recent work has shown that B6 mice have global reductions in *Gabra2*, a key subunit of the GABA receptor (an inhibitory ligand gated ion channel important for anxiety-like or alcohol and drug response traits; Mulligan et al., 2019).

The emergence of the PWK strain as a high alcohol preference strain provides new opportunities for hypothesis testing. For example, B6 × D2 genotypes (B6 × D2 crosses, B × D RI strains, B × D congenic strains) there are a core set of studies which have provided consistent genetic information on QTLs and QTGs associated with ethanol preference (e.g., Phillips et al., 1994, 1998; Belknap and Atkins, 2001; Kozell et al., 2020). If the PWK and B6 are contributing the same alleles to high preference, one could predict that a PWK × D2 cross would generate similar QTLs. However, our previous data on multiple cross mapping for other ethanol phenotypes suggests this will be a costly and unsuccessful approach (Malmanger et al., 2006). In the current study, we have taken a different approach—transcriptome profiling the 8 CC founder strains across 3 nodes of the addiction circuit with an emphasis on looking for similarities between the B6 and PWK strains.

The first step in this analysis involved a general survey of the founder strains. The data in Figure 1 confirm an observation first made by Sandberg et al. (2000) that brain regions differ more than strain. The PCA indicated that 40% of the variance was associated with region and only 37% was associated with strain. Sex was not associated with the top 10 Components of the PCA. However, we realize that the analysis was not sufficiently powered to detect sex effects, especially if these were most prominent in only 1 or 2 of the founder strains. In rodents and especially mice (e.g., Bagley et al., 2021), in the choice paradigm, females have a higher ethanol preference. Further, as noted in Hitzemann et al. (2021), sex differences may be associated with differences in gene expression within neuroimmune networks.

The data presented in Figures 2–4 and Supplementary Tables 3–9 indicate the majority of the DEGs involve contrasts between the PWK/CAST and the other 6 founder strains. 

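The 12 contrasts of PWK or CAST with the other 6 strains held 52.3% of the DEGs of all 28 contrasts in the CeA, 55.5% in the NAcc and 55.0% in the PrL. They had a mean of 5202, 4988 and 6282.5 DEGs per contrast, against 3519, 2854 and 3698 in the 15 contrasts among the other 6 strains.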

In terms of generating unique DEGs, the B6 and WSB were relatively equal, less than the unique DEGs generated by the CAST and PWK strains, but significantly more than the unique DEGs associated with the AJ, NOD, NZO, and S129 strains. The unique gene lists were surveyed for neurotransmitter receptors and especially the ligand-gated receptors that are known to be affected by ethanol. In the CeA and NAcc, there was a paucity of transmitter receptors in the unique gene lists. The most notable was the observation that the *Gabra2* subunit is down-expressed in B6 in comparison to the other 7 strains. 

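The log2 fold change of Gabra2 in B6 vs. Low_Average differed by -0.48 between the CeA and the PrL by a test of the difference itself (SE 0.137, adjusted p = 0.0189, limma's moderated test with Benjamini-Hochberg adjustment over 6 contrasts), while the differences between the CeA and the NAcc (-0.36, SE 0.143, adjusted p = 0.0986) and between the NAcc and the PrL (-0.11, SE 0.143, adjusted p = 0.696) did not pass the threshold. With mouse as a replicate block the adjusted p values were 0.0158, 0.0927 and 0.672. In PWK, Gabra2 was a unique DEG in the PrL, whereas in the CeA it passed the threshold in 1 of 7 contrasts and in the NAcc in 6 of 7. The difference of the effect in PWK between the CeA and the PrL was -0.42 (SE 0.144) with an adjusted p of 0.0511, and of 0.0448 with the block.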

The role of *Gabra2* in ethanol consumption is discussed in Mulligan et al. (2019). The alignment of transmitter receptors with the unique gene lists was more robust in the PrL and here we remind the reader that from the PCA perspective, the PrL is distinct from the CeA and NAcc. This distinction is not surprising given that the primary neuronal cell types are inhibitory (GABAergic) for both the NAcc and CeA, whereas PrL contains both excitatory and inhibitory neuron cell types. For the B6 strain in the PrL, two GABA (*Gabra2 and Gabrb2)* and three glutamate (*Gria1, Grik4, and Grm2*) receptor genes were detected as unique. For the PWK strain, up-regulation of the *Gabra2* was unique as was the down-regulation of *Npy1r and Npy5r.* The involvement of the neuropeptide Y (NPY) receptor genes in ethanol responses is reasonably well established (e.g., Wetherill et al., 2008; Robinson et al., 2019). Although hardly definitive, these data suggest that from the receptor perspective, the B6 and PWK strains may have a different solution for the mechanisms associated with high preference. We also note that none of these receptor genes associated with the B6 and PWK strains are ones that were detected as aligned with the selection for high and low preference (Colville et al., 2017, 2018), suggesting further that there are many unique molecular signatures of risk for high ethanol preference and consumption.

Ontology enrichment for the unique DEGs (Figures 2–4) clearly suggests that there is no common pattern. For example, one could have predicted that there would be an enrichment in synaptic genes across strains, but the genes associated with the synaptic ontology would differ across strains. This pattern was not observed and in fact, significant ontology enrichments were only rarely observed. For the B6 strain and in the CeA, there was a significant enrichment of genes associated with neuroimmune function. This pattern of enrichment was detected for no other strain. These data align with the now repeated observations that acute and chronic ethanol exposure affects how neuroimmune factors regulate synaptic transmission in B6 mice (Bajo et al., 2014; Patel et al., 2019, 2021; Roberts et al., 2019). Further, the relationship between neuroimmune function and excessive ethanol consumption is well established (Erickson et al., 2019). In the PrL, the B6 unique genes were associated with neuron morphogenesis, cell to cell communication and RNA function, including the regulation of splicing. None of these ontologies were detected for the PWK strain. Rather, there was an enrichment in the NAcc of genes associated with mitochondrial function.

The inclusion of the wild-derived strains as CC founders introduces a statistical problem that can be simply stated as follows: The wild-derived strains have such an excessive amount of DEGs, that mechanisms common to the B6 and PWK, will be simply lost in the PWK signal. To address this issue, we first identified the signature genes (the B6 unique genes w/o the PWK strain and the PWK unique genes w/o the B6 strain) and demonstrated that the two high-preference strains have more signature genes in common than they do signature genes with opposite DE directions, as shown in Figure 5. 

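The other pairs of a classical and a wild-derived strain had 3 to 15 signature genes in common in all 3 regions.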

Next, we performed DE analysis to compare the B6 and PWK, individually, to the remaining 6 low drinking strains and used those results to extract data for the common DEGs across the three brain regions, as shown in Figure 6. Ontology analysis of these data revealed that for the common up-expressed genes, there was an enrichment in genes associated with immune function (see Erickson et al., 2019). These *commonly different* genes were identified as DE, in the same direction, across three brain regions for two potentially distinct genetic signatures for risk for high ethanol-preference (B6 and PWK) and represent a potential target for therapeutic intervention. Pharmacologically targeting pro- and anti-inflammatory immune signaling has indeed been a successful approach for reducing harmful drinking in rodents and in humans (Ferguson et al., 2018; Grigsby et al., 2021). Future work will focus on better understanding how rodent molecular signatures of risk and risk + consequences can result in better harm reduction outcomes for individuals with an AUD diagnosis.

## Data availability statement

The datasets presented in this study can be found in online repositories. Sequencing data as well as raw and normalized counts are available at the Gene Expression Omnibus with accession number GSE212000 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE212000). The analysis script used to produce this manuscript, including figures, is available at the Portland Alcohol Research Center github along with the raw counts and sample metadata needed (https://github.com/parcbioinfo/HSCC_Founders_DE). Curated DE results are available at the github above, and at GeneWeaver. A list of GeneWeaver GeneSets is available at the github.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at the Veterans Affairs Portland Health Care System Veterinary Medical Unit.

## Author contributions

RH: study design. DL: data collection. JA, PD, and RH: data analysis. JA, RH, DL, PD, TP, and AO: writing and editing the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

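RNA-seq libraries came from 48 mice of the 8 founder strains (3 females and 3 males of each), with the CeA, NAcc and PrL of every mouse, so 144 samples. The samples were sequenced in 3 trays of 48 that were balanced over strain, sex and region, and trays 2 and 3 were sequenced again, so that 240 libraries were deposited. Strain, sex, region, mouse and tray were taken from the sample labels, and all table columns were mapped. In the text, "tray" and the paper's "batch" are the same.

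To make the counts, the authors aligned paired-end reads of stranded poly(A) libraries with STAR, and counted them per gene on the GRCm39 annotation (Ensembl release 105). As deposited, the counts are whole numbers for 55414 genes and 240 libraries, without normalization, with the runs of trays 2 and 3 in separate columns. To make the log2 values, the authors kept 14785 genes (mean CPM of at least 1, no count above 50000 and chromosomal location) and 143 libraries, and normalized them by the trimmed mean of M-values (TMM). Log2 CPM recomputed from the counts differed from the deposited log2 values by at most 5e-06. The filter could not be repeated in full. Of the genes in the deposited log2 table, 99 failed the stated limits on CPM or count when the limits were applied to the 143 libraries, so the 14785 genes were used as given. The excluded library was that of the NAcc of B6 mouse 1 in tray 2. For the 143 libraries the authors used the first run of tray 2 and the second run of tray 3, and the same libraries were used here.

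The total count per library had a median of 24456928 (from 14942820 to 33951616), of which a median of 87.4% fell on the genes tested. The median SE of a contrast was 0.11 on the log2 scale in the CeA, 0.116 in the NAcc and 0.0865 in the PrL. Between runs of the same library, the median Pearson's r of log2 CPM over genes was 0.995 for tray 2 and 0.993 for tray 3.

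Differential expression was computed with R 4.3.3, limma 3.58.1, edgeR 4.0.16 and data.table 1.17.8. In each region, TMM factors over the 143 libraries, voom (which adds a prior count of 0.5) and a linear model with strain, sex and tray were used, with limma's moderated test. The 28 contrasts of strains were adjusted together (Benjamini-Hochberg), with a threshold of 0.05, and hDEGs were tested against a log2 fold change of 1 (treat). A unique DEG passed in all 7 contrasts of a strain with the same sign, and a signature gene of B6 or PWK in the 6 contrasts with the low preference strains. The contrasts of B6 and of PWK with Low_Average were adjusted together within each region. Beside a mean log2 fold change over several contrasts, the largest adjusted p is given. A library with at most 3 counts of a gene was taken to be at the floor, and folds against it were written as bounds.

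PCA used the covariance matrix of log2 CPM with a prior count of 2. The share of each component's variance between the levels of region, strain, sex and tray was tested by permutation, with Benjamini-Hochberg adjustment over components and factors. Trees used complete linkage on the sum over genes of the absolute log2 fold change of each pair of strains. Gene sets were tested with camera (preset correlation 0.01) beside fry and camera with an estimated correlation, and Fisher's exact test was used for set members among DEGs. The lists, written from general knowledge, were of MHC class I presentation, microglia and complement, and interferon-induced genes, and of markers of striatal, pallial glutamatergic, central amygdala and diencephalic neurons, choroid plexus, oligodendrocytes and astrocytes. Gene biotypes came from an annotation of an older build (GENCODE M21 on GRCm38), joined by gene identifier only. No coordinates were used. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

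The genes named were chosen by a rule: every gene for which the Results give a change in expression (and Htr2a beside Htra2), the up- and down-expressed unique DEG with the largest change of B6 and of PWK in each region, and the commonly different genes with the largest minimum change over comparisons. Other genes, such as those of Supplementary Table 5, are named as members of a list.

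The pairing of regions comes from the labels, which give the same mouse number for its 3 regions. It was checked on residuals after strain, sex and tray: the median correlation between regions was 0.0576 (CeA and NAcc), 0.0176 (CeA and PrL) and 0.0098 (NAcc and PrL) for the same mouse, and 0.00142, 0.00254 and -0.00114 for different mice. Differences between regions in the effect of a strain were tested in 1 model over all libraries, with and without mouse as a replicate block. Sex labels were checked on Xist and Ddx3y in all 240 libraries, and no label was in conflict with them.

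Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, another normalization, TMM within regions, other gene filters, adjustment within contrasts, another rule for hDEGs, no tray term, 144 libraries, other runs or summed runs, sample quality weights, each of the 5 B6 mice of the NAcc left out in turn, and other settings of the PCA, trees and set tests. These alternatives, the gene lists, the rule for named genes and the regroupings of samples in the closing section were set before the data were examined. Alternatives added later were a PCA of the deposited log2 values, a PCA before normalization and a fit without B6 mouse 1 in the CeA, all chosen after seeing the data.

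The procedure was tested on simulated counts for 14785 genes. Of 100 genes changed in B6 and PWK, 95 were called commonly different (edgeR 95, DESeq2 96), and 0 other genes. Of 100 genes changed in B6 alone, 83 were called unique in all 3 regions (edgeR 85, DESeq2 87), and the median error of the log2 fold change was 0.0364. Of 20 genes with an effect of B6 in the CeA only, 17 were called different between the CeA and NAcc, beside 4 other genes, and all 50 genes changed by sex were called, beside 4 others. Only log2 changes of at least 1 were planted, in genes with many counts, and all other genes were unchanged. In the data, the smallest change of a commonly different gene over comparisons had a median of 0.45 (up) and 0.396 (down). These rates therefore do not carry over to the lists from the data. A further simulation of 20 data sets, in which B6 and PWK did not differ from Low_Average, gave the correlation that the shared low preference libraries bring into both contrasts. It cannot show how many DEGs they add, since 0 genes pass the threshold without a difference, so B6 and PWK were also set against separate low preference strains. The simulation's first form held those libraries fixed and so left out the noise they share. It was corrected after its result had been seen, by drawing every library anew, and the corrected values are given.

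Left out were the ontology enrichments, since no ontology was at hand, the ethanol preference data and the comparison with other studies, which were not analysed here, and the reads themselves.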

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

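The tests of marker lists, of the other sequencing run and of tray for single libraries, of tissue mix for the effect of B6, and of pseudogenes among genes changed in opposite directions were chosen after the result was seen.

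In 8 of 68 groups of 5 or 6 libraries, 1 library lay far from the others by Dixon's test, where chance gives about 1 in 20, or 3.4 groups. The mean correlation with the other libraries of the region gave 6 of them, in 24 groups: B6 mouse 1 (0.903) and NZO mouse 26 (0.935) in the CeA, NZO mouse 26 (0.931) in the NAcc, and S129 mouse 46 (0.954), WSB mouse 3 (0.948) and PWK mouse 40 (0.920) in the PrL. A poor sequencing run was argued against wherever a library had been sequenced more than once, since the mean correlation of the other run was also below those of the rest of the group: 0.904 for B6 mouse 1, 0.935 and 0.931 for NZO mouse 26 in the CeA and NAcc, 0.955 for S129 mouse 46 and 0.949 for WSB mouse 3. PWK mouse 40 was sequenced only once.

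Tissue from a neighbouring structure stays open for most of these libraries. The marker list that moved most differed from the rest of the group by 4.76 (log2) for choroid plexus in NZO mouse 26 in the CeA, by -3.32 for diencephalic neurons in NZO mouse 26 in the NAcc, by 1.68 for striatal neurons in WSB mouse 3 and by 3.44 for striatal neurons in PWK mouse 40, beyond the range of the group by more than 1 in each. In 15 of 136 other libraries (11%) a list lay as far out. Among the most abundant genes, Kl of the choroid plexus list was at 6.54 log2 CPM in NZO mouse 26 against at most 3.93 in the rest, and Rasd2 of the striatal list at 8.66 in PWK mouse 40 against at most 6.86. The punches may therefore have taken in, or missed, adjacent tissue. The lists are not specific to a structure: 4 of 5 choroid plexus genes, all 6 diencephalic, 8 of 12 striatal, all 7 central amygdala and 8 of 9 pallial genes were among the genes tested in the 3 regions. For B6 mouse 1 the choroid plexus list differed by 5.59, but another B6 library was also high, so that it lay only 0.583 beyond the group (Kl 8.40 against at most 7.88), and for S129 mouse 46 the largest difference was -0.53 for central amygdala neurons (Sst 7.49 against at least 7.52). For these libraries, tissue from a neighbouring structure and a difference between the mice cannot be told apart, since no list lay clearly outside the group. Without B6 mouse 1 in the CeA, a fit chosen after seeing the data, B6 had 354 unique DEGs in the CeA instead of 486, and 334 genes were commonly different, 330 of them shared with the 339. A biological difference between individual mice was not tested.

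The total count of NOD mouse 39 in the PrL was 26445668 and far above the rest of its group. It was 100% of the median of its tray, but the only other library of the group in the tray, that of mouse 31, had 19860225 counts, the lowest of the group. A difference between trays and one between single libraries cannot be told apart, since the tray holds only these libraries of the group and their totals went different ways. No biological explanation was tested.

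Gabrg1 in the NAcc of B6 mouse 33 was at 4.90 log2 CPM, far below the other 4 B6 libraries, the nearest of which was at 5.65. In the comparison with the other run of the library, the values of the other libraries were slightly different. The other run gave 4.92 there, against at least 5.69 in the others, which argues against a poor sequencing run. The list of pallial glutamatergic neurons was 2.89 higher than in the rest and outside their range (Nptx1 7.40 log2 CPM against at most 6.46, Mef2c 7.90 against at most 7.81), so more pallial tissue in the punch may have contributed. Without mouse 33, Gabrg1 had a log2 fold change of -0.74 and a largest adjusted p of 0.143 (limma's moderated test with Benjamini-Hochberg adjustment), without mouse 17 it was -0.91 and 0.0568, and over all alternatives the largest adjusted p ranged from 0.00918 to 0.143.

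The effect of B6 vs. Low_Average differed between regions (interaction contrasts in limma, Benjamini-Hochberg over 6 contrasts) in 2257 genes for CeA and NAcc, 1550 for CeA and PrL and 1363 for NAcc and PrL, and that of PWK in 461, 457 and 793. With mouse as a replicate block the numbers were 2436, 1753 and 1525, and 579, 528 and 910. Of 100 regroupings of the region labels within mice, the real one included, 1 gave a sum as large as the 5170 of B6 (the largest other 3158). For PWK, 5 gave a sum as large as the 1711 (the largest other 5336). The differences between the regions themselves were left in the data, and can enter the regrouped contrasts or their spread. The regroupings therefore cannot decide whether the numbers of B6 or of PWK arose from the grouping of these libraries. Across genes, the effect of B6 in the CeA had a Spearman's rho of 0.477 with the difference of NAcc minus CeA. The differences between regions took up 9.89% of the variance of that effect. A different mix of tissue in the B6 punches of the CeA may have contributed, and stays open beside a regional difference in the strain effect. A mix in the CeA alone would not account for the 1363 genes of NAcc and PrL. A regional difference in the strain effect was not tested apart from the mix.

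Sex, which the paper used as a term of the model but did not report on by gene, had 20 DEGs in the CeA, 12 in the NAcc and 14 in the PrL (limma's moderated test with Benjamini-Hochberg adjustment), and 1069, 728 and 1162 at an unadjusted p under 0.05. Of 100 regroupings of sex within strains, 1, the real one, gave as many in each region, and the largest other numbers were 1, 3 and 2. A mislabelled sample would have shown in Xist and Ddx3y, which separated 120 female from 120 male libraries. The largest changes in the CeA were those of Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, the genes of the check of sex labels. Avp, chosen after its values were seen, was higher in males in the CeA (log2 fold change 2.88, adjusted p = 0.0134) but had adjusted p values of 0.96 in the NAcc and 0.978 in the PrL. The difference of this effect between regions was not tested.

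In opposite directions in B6 and PWK, 421 genes were DE vs. Low_Average in all 3 regions, 224 higher in B6 and lower in PWK and 197 the reverse, and from this comparison in all 3 regions the paper reports the genes changed in the same direction. Pseudogenes made up 52.8% of the genes lower in B6 and higher in PWK, against 1.79% of the others. This asymmetry is consistent with strain variants against the B6 reference, by which reads of PWK may align to pseudogenes where those of B6 align to the parent gene. Parent genes would then be lower in PWK, so genes other than the 104 pseudogenes may be affected as well, and how many was not tested. With protein-coding genes only, 249 genes changed in opposite directions. A difference between the strains stays open and was not tested.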

How the results depend on the processing

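Of the alternatives, the PCA of the deposited log2 values, the PCA before normalization and the fit without B6 mouse 1 in the CeA were chosen after the result was seen. Over all alternatives, 979 values of counts, variances, sets and trees stayed within 1.5 times, within their error or on the same side of the threshold, 80 moved, 14 became weaker, 5 stronger and 1 reversed. For single genes named, 301 values kept direction and threshold and 32 became weaker. Unless said otherwise, the cause was not tested.

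Under edgeR's quasi-likelihood test, DESeq2, RLE size factors, TMM within regions, adjustment within contrasts, no tray term, 144 libraries, the other runs of trays 2 and 3 and summed runs, every number of DEGs, hDEGs, unique DEGs, signature genes and commonly different genes was within 1.5 times. The 339 commonly different genes shared 322 with the 334 of edgeR, 326 with the 341 of DESeq2 and 318 with the 340 of 144 libraries.

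Without a filter on low counts, more genes were tested. The mean number of hDEGs in classical and wild-derived strains was 696 and 1096 in the CeA, 708 and 1128 in the NAcc, and 749 and 1202 in the PrL, PWK had 8691 and 8602 DEGs vs. Low_Average in the CeA and NAcc, 6 shared signature genes had opposite directions in the CeA, and 212 genes were commonly down-expressed. Only this setting shifted the median log2 fold change by more than 0.1 (at most 0.11, 0.19 and 0.195 in the CeA, NAcc and PrL). With a mean CPM of at least 5, fewer genes were tested, and the hDEGs numbered 88.3 and 121 in the CeA, 86.4 and 118.8 in the NAcc, and 103 and 147 in the PrL, with 49 unique DEGs of NZO in the CeA, 54 of NZO and 43 of S129 in the NAcc, 19 shared signature genes, 211 commonly different genes (115 up) and 258 opposite ones. Protein-coding genes alone gave 104 and 151, 106 and 157, and 133 and 202 hDEGs, 19 shared signature genes, 81 commonly down-expressed genes and 249 opposite ones.

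With hDEGs taken by the estimated log2 fold change, which by construction is a laxer rule than the test against 1, the numbers were 752 and 1003 in the CeA, 729 and 1039 in the NAcc, and 680 and 1031 in the PrL.

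With sample quality weights, the unique DEGs in the CeA were 137 for NZO, 491 for AJ, 129 for S129 and 201 for NOD, in the NAcc 678 for B6, 139 for NZO, 295 for AJ, 102 for S129, 239 for NOD and 500 for WSB, and in the PrL 312 for NZO and 239 for AJ. The classical strains had 5579 DEGs in the NAcc, the shared signature genes of opposite direction numbered 24 in the CeA and 41 in the NAcc, and 1158 genes changed in the same direction in B6 and PWK in the NAcc. Of 375 commonly different genes, 297 were shared.

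In the PCA, the variance on components of region and of strain was 30.2% and 47.7% with 144 libraries, 31.0% and 41.6% with the correlation matrix, 36.2% and 53.7% with the 500 most variable genes, 28.7% and 47.96% with a prior count of 0.25, 29.2% and 48.1% from the deposited log2 values, and 41.3% and 38.7% before normalization. The first 10 components held 72.6%, 89.97% and 78.98% with the correlation matrix, 500 genes and a prior count of 0.25. Sex was associated with 2 components with 500 genes and 1 with a prior count of 0.25. Tray was associated with 4 components with the correlation matrix, 3 before normalization, 1 from the deposited log2 values, and 0 with 144 libraries, 500 genes or a prior count of 0.25. The planned PCA without a tray term was not run, since the PCA holds no such term.

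With fry, sets that became significant were PWK's interferon-induced genes in the CeA (adjusted p = 0.00762) and PrL (0.0471) and microglial genes in the PrL (0.00417), and for B6 and AJ the central amygdala markers in the NAcc (0.0233) and the pallial markers in the PrL (0.044). PWK's microglial set in the NAcc reversed, near 0 in both (0.958 with fry). With the correlation estimated by camera, B6's MHC, microglial and interferon-induced sets had adjusted p values of 0.1, 0.337 and 0.23 in the CeA, 0.382, 0.74 and 0.326 in the NAcc, and 0.23, 0.354 and 0.439 in the PrL, PWK's microglial set in the CeA 0.696, and the striatal, pallial and oligodendrocyte markers of B6 and AJ in the CeA and striatal markers in the NAcc 0.871 each. The adjustment was Benjamini-Hochberg, over the sets of each family. No set test was significant in this form, so the calls rest on the preset correlation or on fry.

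In the trees, 6 of 7 groups of strains stayed with single linkage in the CeA, and 5 of 7 in the NAcc with average linkage, single linkage or the distance between rows of the distance matrix.

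Across the 5 fits that each left out 1 B6 mouse of the NAcc, the classical strains had 3098 to 3484 DEGs and the wild-derived 4380 to 4613, with 255 to 260.1 and 389.5 to 396 hDEGs. B6 had 196 (without mouse 33) to 381 (without mouse 25) unique DEGs and 3348 (without mouse 17) to 4901 DEGs vs. Low_Average. In the NAcc 595 to 690 genes changed in the same and 1062 to 1511 in opposite directions in B6 and PWK. Over all regions, there were 121 to 128 signature genes of B6, 534 to 540 of PWK, 27 to 29 shared, 315 to 327 commonly different genes (186 to 199 up, 124 to 129 down) and 382 to 400 opposite ones. Gabra2 ran from -1.60 to -1.53 and Gabrg1 from -0.99 to -0.74, the latter with a largest adjusted p of 0.0568 without mouse 17 and 0.143 without mouse 33 (0.00918 to 0.143 over its alternatives). Without B6 mouse 1 in the CeA, B6 had 354 unique DEGs there, and 330 of 334 commonly different genes were shared.

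With mouse as a replicate block (consensus correlation 0.0476), the differences between regions numbered 2436, 1753 and 1525 for B6 and 579, 528 and 910 for PWK, with 2256, 1550 and 1363, and 461, 457 and 793 genes shared with the fit without it. Sex DEGs numbered 18 to 21 in the CeA, 12 to 14 in the NAcc and 14 in the PrL over the alternatives. Depth limits the genes with few counts: where a group had at most 3 counts in every library, only a bound on the change can be given.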

Differences from the paper's values

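Of 84 values compared with the paper's, 2 differed by more than 1.5 times and by more than the error. The first was the distance of the excluded library from the mean inter-sample correlation, SD being the unit. For this library, of B6 in the NAcc, the paper's value was 5.3, while the value here was 3.004 within the NAcc libraries. The paper does not state on which values and over which samples its correlation was taken, so the 2 may not be the same quantity. With the resequenced run of the library the z-score was -2.91, not nearer to it. The PCA before normalization gave 38.7% of the variance on components associated with strain, against the paper's 6%. The latter PCA, on log2 counts with a pseudocount of 1, was a setting chosen after seeing the data. No alternative was run on this PCA, so the gap to the paper's value stays unexplained.

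Several statements of the paper differed from the values here. The paper places region on the first, the third and the seventh component and strain on most of the others up to the ninth, the sixth included. With each component assigned to the factor that explained more of it, region took components 1 and 6 here, and strain took 2, 3, 4, 5, 7, 8, 9 and 10. Components 3 and 6 were near ties, with 29.3% and 31.3% of their variance between regions and 30.4% and 30.3% between strains. With the 500 most variable genes region took components 1 and 7. The paper has no component associated with batch after normalization, while component 10 was associated with tray here (adjusted p = 0.0464, permutation test with Benjamini-Hochberg adjustment). In the PCA of the deposited log2 values component 10 was also associated with tray (adjusted p = 0.0384, same test). With 144 libraries, with the 500 most variable genes or with a prior count of 0.25, 0 components were associated with tray. With the correlation matrix 4 were.

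In its Results and legends the paper ranks the wild-derived strains, WSB included, highest in unique DEGs and hDEGs. Its own counts of unique DEGs in the CeA also place B6 above WSB, and its Discussion treats both strains as about equal in them. In the CeA, B6 had 486 unique DEGs and WSB 314, and in the NAcc B6 had 290 and WSB 261. In the NAcc the mean number of hDEGs was 281.9 for B6 and 281.7 for WSB. In the PrL, WSB had 499 unique DEGs and B6 427. With 144 libraries B6 had 195 unique DEGs in the NAcc, and with sample quality weights B6 had 678 and WSB 500. The paper has more DEGs in the PrL than in the other regions in every strain. AJ had a mean of 4151 DEGs per contrast in the PrL and 4367 in the CeA.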

Other observations

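The tests of other pairs of strains for the numbers of commonly different and shared signature genes, of the size of the differences in the PrL, of the direction of unique DEGs, of pseudogenes by direction, of the immune lists, of separate low preference strains, of marker lists and mislabelling in the excluded library, and of tissue mix for the changes in the same direction in the CeA were chosen after the result was seen.

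In 100 regroupings of the strain labels over mice of the same sex, the real grouping included, 1, the real one, gave as many DEGs, hDEGs, unique DEGs, DEGs of B6 vs. Low_Average and DEGs of PWK vs. Low_Average in each of the 3 regions. The same held for signature genes of B6 and of PWK, shared signature genes and commonly different genes. The largest other sums of DEGs were 3 in the CeA, 2 in the NAcc and 195 in the PrL, against 119438, 107785 and 136988. For B6 vs. Low_Average they were 714, 535 and 1473, and for PWK 6, 63 and 61. The trays were balanced over strains, and the model held tray as a term.

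The number of commonly different genes is not particular to B6 and PWK. When each of the 28 pairs of strains was set against the other 6 in the same way, 22 pairs, B6 and PWK included, had at least 339. Pairs of classical strains had 591 to 784, and PWK and CAST 1444. The relatedness of the strains may therefore set much of the number, and the number alone does not tie the 339 genes to ethanol preference. In 9 pairs more genes changed in opposite directions than in the same direction. When the 6 low preference strains were split in each of 20 ways, so that B6 was set against 3 and PWK against the other 3, a median of 268 genes (234 to 287) were commonly different, against 386 (333 to 452) when both were set against the same 3. This argues against the shared low preference libraries as the whole source of the number, although they may have added part of it. Against separate strains, a median of 474 genes (237 to 753) changed in opposite directions. B6 and PWK had 29 shared signature genes, and the other 14 pairs of a classical and a wild-derived strain at most 15, which argues against a number that any such pair gives. Over all 28 pairs, 3 had at least 29, B6 and PWK included, the others being WSB and CAST (31) and PWK and CAST (326). Preference was the trait by which the paper chose the pair, and other traits of the strains were not tested.

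Of the 52 immune genes tested, 7 were among the 202 commonly up-expressed genes (Fisher's exact test, odds ratio 11.6, p = 6.36e-06, adjusted p = 2.54e-05 over 4 tests, Benjamini-Hochberg). This p takes genes as independent and is likely too small, since genes within the sets were correlated. Only 2 of the 28 pairs of strains, B6 and PWK included, had at least 7 members, which argues against a number that any pair gives. The other was B6 and NZO. The pairs of B6 with the classical strains had 5 to 7, while those of PWK with strains other than B6 had 0 to 2. However, the pairs of B6 with WSB and with CAST had 3 each, and AJ and NOD, a pair without B6, had 5. The number may therefore follow B6 in part. In the CeA of B6, the MHC class I genes had a mean log2 fold change of 0.93 vs. Low_Average (13 of 13 higher, camera, adjusted p = 4.93e-08), the microglial and complement genes 0.53 (17 of 20, 4.4e-07) and the interferon-induced genes 0.81 (18 of 19, 1.12e-07), with Benjamini-Hochberg adjustment over the immune set tests. With the correlation estimated the adjusted p values were 0.1, 0.337 and 0.23, and with fry 2.11e-15, 1.1e-06 and 5.13e-09. Strain variants in the MHC genes would not by themselves account for the rise of the interferon-induced genes. Variants against the B6 reference may lie in those genes too, which was not tested, so unequal alignment stays open for both sets. More microglia in the B6 punches and a higher expression within cells cannot be told apart, since the 3 lists rose together and no list marks microglia alone: 13 of 16, 20 of 20 and 19 of 23 listed genes were among the genes tested. Of the abundant microglial genes, Csf1r was at a median of 7.08 log2 CPM in B6 and 6.84 in the low preference strains, and Ctss at 6.46 and 5.77. The oligodendrocyte list in the CeA was also highest in B6, 1.25 above the mean of the strains, with AJ next at 0.181. The astrocyte list was highest in B6 too (0.303, PWK 0.231), whereas choroid plexus was higher in S129 (1.63) and NOD (1.72) than in B6 (1.05). A different mix of tissue in the B6 punches therefore stays open as well. A strain difference stays open and was not tested apart from these.

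Among the commonly different genes with a log2 fold change of at least 1 in every comparison, 37.5% of those with a biotype were pseudogenes (Fisher's exact test against the other commonly different genes, two-sided, odds ratio 11.3, p = 5.09e-10), 20 of 29 of the down-expressed and 1 of 27 of the up-expressed. This is consistent with reads shared between parent genes and pseudogenes, which may produce some of the largest changes. Among unique DEGs, pseudogenes gathered in the down-expressed genes of B6 (8.71% to 12.0%, against 0% to 1.08% of the up-expressed) and in the up-expressed genes of PWK (7.496% to 13.5%, against 1.28% to 1.97%) and CAST (7.25% to 11.3%, against 1.04% to 1.45%), with a largest adjusted p of 0.000907 over these strains and regions (Fisher's exact test, Benjamini-Hochberg). Strain variants against the B6 reference are a candidate explanation for these pseudogenes. Reads lost to variants would also make down-expressed genes prevail among the unique DEGs of PWK and CAST. They prevailed for PWK in the CeA (458 down, 372 up), NAcc (509 and 424) and PrL (706 and 628) and for CAST in the CeA (484 and 442) and NAcc (479 and 451), but not for CAST in the PrL (704 and 773). The margins of CAST changed side with the scaling: 49.0% were up-expressed in the PrL with DESeq2, and 50.2% in the NAcc with RLE size factors. Whether variants shaped these numbers cannot be told apart from strain differences in expression, since the margins were small and not of 1 direction. No coordinates or reads were at hand to test single genes.

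The larger numbers of DEGs in the PrL went with a smaller spread. The PrL libraries had the lowest median total (23392346, against 24855569 in the CeA and 24818199 in the NAcc), which argues against deeper sequencing. The median residual SD of a gene was 0.152 in the PrL, 0.192 in the CeA and 0.2001 in the NAcc. A more even dissection of the PrL is a candidate explanation of the spread, and so is a lower variation between mice in this region. The latter was not tested. The mean absolute log2 fold change was 0.33 in the PrL, 0.36 in the CeA and 0.35 in the NAcc, but noise enlarges this measure. With the sampling variance taken off, the root mean square log2 fold change was 0.694 in the PrL, 0.703 in the CeA and 0.699 in the NAcc, and larger in the PrL than in the CeA in 16 of 28 contrasts and than in the NAcc in 14. Larger strain differences in the PrL and equal ones cannot be told apart, since the contrasts went both ways.

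The mix of tissue in the punches was weighed for results of the CeA and NAcc. For B6 and AJ against NOD, NZO and S129 in the CeA, the markers of striatal neurons had a mean log2 fold change of 1.55 (8 of 8 genes higher, camera, adjusted p = 0.0184), of pallial neurons -1.31 (8 of 8 lower, 0.0216), of oligodendrocytes 0.95 (5 of 5 higher, 0.0496), of central amygdala neurons 0.24 (0.707), of diencephalic neurons -0.23 (0.985), of choroid plexus -1.27 (0.707) and of astrocytes 0.11 (0.437). In the NAcc the adjusted p was 0.0458 for striatal neurons (0.79), 0.448 for pallial, 0.249 for central amygdala and 0.182 for diencephalic neurons, 0.773 for choroid plexus, 0.707 for oligodendrocytes and 0.182 for astrocytes, and in the PrL no list was below 0.104 (Benjamini-Hochberg over the lists and regions). With the correlation estimated, the adjusted p of each of these significant lists was 0.871, and with fry 0.0102, 0.0102, 0.0114 and 0.044. When the differences between regions were removed from the log2 fold changes, the distance of B6 and AJ relative to the other pairs moved from 0.924 to 1.08 in the CeA, although both still joined first in the tree. Whether the mix made this pair cluster in the CeA cannot be told apart from a strain difference, since the distance and the tree went different ways. In the NAcc the relative distance was 0.763 before and 0.751 after, and the rank correlation of the changes of B6 and PWK -0.268 and -0.278. These values decide nothing, since the differences between the 3 regions took up only 1.14% of the variance of the changes of B6, 0.525% of AJ and 2.01% of PWK there. The marker lists of B6 and PWK in the NAcc deviated from the mean of the strains in opposite directions for striatal neurons (0.81 and -0.63), diencephalic neurons (-1.15 and 0.83) and oligodendrocytes (0.32 and -0.56), and in the same direction for pallial neurons (1.0 and 0.73). For the pair of B6 and AJ and for the opposite changes in the NAcc, a mix that includes tissue from outside the 3 regions and a strain difference cannot be told apart, since no measure of the share of such tissue is at hand. In the CeA, the positive rank correlation of B6 and PWK dropped from 0.212 to 0.0687 when the differences between regions were removed, but the shared low preference libraries gave 0.134 by themselves in the simulated data. Against separate low preference strains it was a median of 0.0975 (0.000806 to 0.267) before and -0.0291 (-0.14 to 0.124) after. A shared mix of tissue and a shared strain difference cannot be told apart here, since these ranges overlap and Pearson's r was not positive even before (-0.0118, and -0.0796 after). Strain differences in these regions stay open as untested.

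The NAcc library of B6 mouse 1 that the authors excluded was weighed in the same way. A poor sequencing run is argued against, since the resequenced run was also far out (-2.91 SD from the mean correlation, against -3.00 for the first run), and the runs had a Pearson's r of 0.994. A mix with the CeA or PrL would follow the differences between regions, which took up only 1.14% of the variance of its difference from the other B6 libraries. A wrong strain label is argued against as well, since 104 of 129 signature genes of B6 were nearer to B6. The number was at most 42 in the 42 libraries of other strains and at least 121 in the other B6 libraries. Xist was at 447.7 CPM, in accord with a female. A swap with another library of a B6 female would pass both checks. The oligodendrocyte list had a mean of 9.56 log2 CPM, beyond the highest of all other libraries (9.15 in the CeA, 9.09 in the NAcc and 7.41 in the PrL), with Cnp at 10.7 and Mag at 10.0, and 5 of the 8 listed genes were among the genes tested. The striatal list was at 4.25, below the lowest NAcc library (5.71), with Penk at 7.14 against at least 8.497. Against the other B6 libraries of the NAcc, the diencephalic list rose most (2.51), ahead of oligodendrocytes (1.5) and astrocytes (1.06), although at 4.70 it lay within the range of the other NAcc libraries (0.428 to 6.49). Tissue from outside the 3 regions, white matter or diencephalon among it, is a candidate source, and no biological explanation was tested.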
